# PIM3-AMPK-HDAC4/5 axis restricts MuERVL-marked 2-cell-like state in embryonic stem cells

**DOI:** 10.1016/j.stemcr.2022.08.009

**Published:** 2022-09-22

**Authors:** Xin Zhao, Jian Shen, Xuan Zhao, Miao Zhang, Xiao Feng, Weiyu Zhang, Xinyi Lu

**Keywords:** embryonic stem cells, 2-cell-like cell, MuERVL, HDAC4/5, endogenous retrovirus, Pim3, AMPK, totipotency

## Abstract

A minority of embryonic stem cells (ESCs) marked by endogenous retrovirus MuERVL are totipotent 2-cell-like cells. However, the majority of ESCs repress MuERVL. Currently, it is still unclear regarding the signaling pathway(s) repressing the MuERVL-associated 2-cell-like state of ESCs. Here, we identify the PIM3-downstream signaling axis as a key route to repress MuERVL and 2-cell-like state. Downregulation, deletion, or inhibition of PIM3 activated MuERVL, 2-cell genes, and trophectodermal genes in ESCs. By screening PIM3-regulated pathways, we discovered AMPK as its key target. The loss of *Pim3* caused an increase in AMPK phosphorylation, which phosphorylated HDAC4/5 and triggered their transfer out of the nucleus in *Pim3*^−/−^ ESCs. The reduction of nuclear HDAC4/5 caused increased H3K9ac and reduced H3K9me1/2 enrichment on MuERVL, thus activating MuERVL and 2-cell-like state. In summary, our study uncovers a novel axis by which PIM3 suppresses 2-cell marker MuERVL and totipotent state in ESCs.

## Highlights

• PIM3 signaling pathway represses MuERVL and 2-cell-like state
• *Pim3* loss promotes AMPK phosphorylation, which activates MuERVL
• Phosphorylated AMPK mediates HDAC4/5 export from the nucleus
• HDAC4/5 repress MuERVL through modulating H3K9ac and H3K9me1/2

## Introduction

Mouse embryonic stem cells (ESCs) are pluripotent and can differentiate into three germ layers, but they cannot contribute to extraembryonic tissues when they are injected into blastocyst (Beddington and Robertson, 1989). A small percentage of cells within the ESC population, named 2-cell (2C)-like cells, can contribute to both inner cell mass and extraembryonic cells, including the trophectoderm of the blastocyst (Macfarlan et al., 2012). These cells highly express endogenous retrovirus MuERVL, which marks 2C embryos and has been used as a marker to determine the 2C-like totipotent state of ESCs (Macfarlan et al., 2012). In ESCs, MuERVL is usually silenced transcriptionally and epigenetically. The absence of epigenetic factors, such as LSD1, ZMYM2, and FACT, activates 2C-like state in ESCs (Chen et al., 2020; Macfarlan et al., 2011; Yang et al., 2020). Alternatively, the 2C-like state of ESCs can also be activated by ectopically expressing transcription activators of MuERVL, for example, DUX, ZSCAN4, and DPPA2/4 (De Iaco et al., 2017, 2019; Hendrickson et al., 2017; Whiddon et al., 2017; Yan et al., 2019; Zhang et al., 2019). Recently, it was found that the retinoic acid signaling pathway and the P53 pathway are able to induce 2C-like fate (Grow et al., 2021; Iturbide et al., 2021; Tagliaferri et al., 2016, 2019). However, it is still unknown whether there is any signaling pathway to repress 2C-like totipotent state and MuERVL in ESCs.

An important signaling pathway in ESCs is the PIM signaling pathway. There are three highly conserved members (PIM1, PIM2, and PIM3) within the PIM family of serine/threonine kinases (Santio and Koskinen, 2017). The catalytic domains of PIM kinases are highly identical (∼60%) to each other as well (Nawijn et al., 2011). They participate in cell cycle regulation, energy metabolism, cell proliferation, and apoptosis (Beharry et al., 2011; Morishita et al., 2008; White, 2003). PIM family members are constitutively active; therefore, their kinase activities are positively correlated with their transcriptional levels (Lilly et al., 1999; Qian et al., 2005). However, they demonstrate tissue-specific expression patterns (Eichmann et al., 2000; Meeker et al., 1987). Different PIM kinases also exhibit distinct functions despite their protein sequence similarities (Nawijn et al., 2011), suggesting that each PIM kinase may behave differently. The expression of PIM kinases can be activated by the LIF signaling pathway and downstream JAK-STAT (Aksoy et al., 2007; Mary Photini et al., 2017), which are important to ESC pluripotency maintenance (Cartwright et al., 2005; Raz et al., 1999). These findings suggest a potential functional role of PIM kinases in ESCs.

In this study, we set out to screen the PIM kinases with shRNAs and small molecules to identify their potential role in regulating potency expansion in ESCs. We highlight PIM3-AMPK-HDAC4/5 axis as a novel path to prevent ESCs from entering the 2C-like state.

## Results

### Screening of PIM kinases for the repressor of 2C marker MuERVL

Since the activities of PIM kinases are dependent on their expression (Lilly et al., 1999; Qian et al., 2005), we examined their mRNA levels by qPCR in ESCs and after differentiation (Figures S1A–S1C). Among three PIM kinases, *Pim3* was expressed highest in ESCs, and its expression was close to that of pluripotency genes (*Oct4*, *Sox*2, and *Nanog*) (Figure S1A). During ESC differentiation induced by LIF withdrawal, *Pim1* and *Pim2* expression remained unchanged or upregulated, but the expression of *Pim3* was downregulated, similar to that of pluripotency genes (Figures S1B and S1C), implying that *Pim3* is required to specifically express at a high level in ESCs. Interestingly, *Pim3* downregulation was accompanied by the activation of 2C-marker MuERVL after LIF withdrawal (Figure S1D). Upon directed differentiation of ESCs to trophectodermal stem cells (TSCs), only *Pim3* was downregulated, whereas the expression of *Pim1* and *Pim2* was upregulated (Figures S1E and S1F), implying that *Pim3* is not required to be expressed in TSCs. To study the role of PIM kinases in regulating 2C-like totipotent state, we examined the expression of 2C-marker MuERVL after depleting the expression of *Pim1/2/3* with shRNAs (Figure 1A). The depletion of *Pim1*, *Pim2*, or *Pim3* did not affect *Oct4* and *Sox2* expression except that *Nanog* was activated by *Pim3* depletion (Figure 1B). Intriguingly, the depletion of *Pim3*, but not *Pim1* or *Pim2*, activated the expression of MuERVL and MuERVL-marked 2C-like state (Figures 1C and S1G). Furthermore, the addition of a small molecule inhibitor of PIM1 (SMI-4a) (Lin et al., 2010) or the inhibitor of PIM1 and PIM2 (SMI-16a) (Xia et al., 2009) to ESC culture did not influence the expression of pluripotency genes and MuERVL (Figures 1D and 1E), confirming the results that PIM1 or PIM2 activity is not required for ESC pluripotency or MuERVL suppression. However, similar to *Pim3* depletion, inhibition of PIM3 kinase activity with M−110 evoked the activation of MuERVL and *Nanog* without altering ESC morphology (Figures 1F and 1G). The effects of M−110 on MuERVL and 2C genes were confirmed in another ESC line J1 (Figures S1H and S1I). We further confirmed the role of PIM3 in the alternation of ESC fate by examining *Pim3* expression during the natural transition between ESCs and 2C-like cells according to the analysis of published RNA-seq data (Fu et al., 2019, 2020). We found that *Pim3* was repressed in MuERVL^+^ 2C-like cells, while it was re-activated upon exit from 2C-like state (Figures 1H and 1I), suggesting the implication of PIM3 in the conversion to 2C-like state. In line with these findings, the percentage of MuERVL-gag^+^ 2C-like cells increased after treating ESCs with PIM3 inhibitor M−110 (Figure 1J). These results suggest that PIM3, which lies at the downstream of LIF signaling, acts as a key repressor of MuERVL and 2C genes in ESCs.

**Figure 1:**
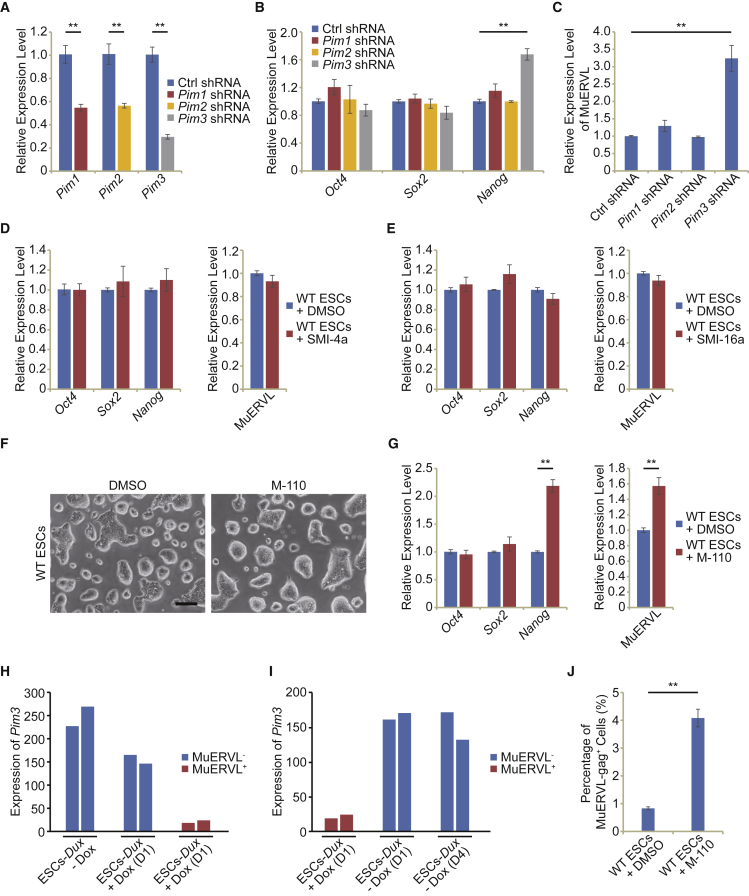
Depletion of PIM kinases by shRNAs and inhibitors (A) qPCR analysis of the expression of *Pim1*, *Pim2*, and *Pim3* after the depletion of *Pim* family members in ESCs respectively. (B) qPCR analysis of the expression of pluripotency markers (*Oct4*, *Sox2*, and *Nanog*) after the depletion of *Pim* family members in ESCs. (C) The expression level of MuERVL determined by qPCR in ESCs treated with control (Ctrl) shRNA or *Pim* shRNAs. (D) qPCR analysis of the expression of pluripotency markers and MuERVL in control ESCs and ESCs treated with the inhibitor of PIM1 kinase (SMI-4a). DMSO-treated sample was included as a control. (E) The expression levels of pluripotency markers and MuERVL in ESCs treated with DMSO and the inhibitor of PIM1/2 kinases (SMI-16a), respectively, as measured by qPCR and normalized to *Gapdh* level. (F) Cell morphology of WT ESCs treated with an inhibitor of PIM3 kinase (M−110). DMSO-treated samples were included as control. Scale bar, 100 μm. (G) qPCR analysis of the expression of pluripotency markers and MuERVL in control ESCs and ESCs treated with M-110. All qPCR data in Figure 1 are biological triplicate data (n = 3 independent experiments) and are presented as mean ± SEM. (H and I) The RNA-seq expression level (cpm) of *Pim3* during the entry to (H) and exit from (I) 2C-like state in the ESCs expressing dox-induced *Dux*, which drives ESCs to 2C-like state. + dox, addition of dox; – dox, removal of dox; D1, day 1; D4, day 4. (J) Flow cytometry analysis of the MuERVL-gag^+^ population in control ESCs and ESCs treated with M-110. DMSO-treated samples were added as control. Biological triplicate data (n = 3 independent experiments) are presented as mean ± SEM; ^∗∗^p < 0.01 in Student’s t test.

### *Pim3*-deficient ESCs activate MuERVL and 2C-like totipotent state

To further verify the role of *Pim3* in ESCs, we generated *Pim3* knockout cell lines. We designed two guide RNAs targeting the exon 4 and exon 6 of *Pim3* gene, respectively, and generated two *Pim3* knockout (*Pim3*^−/−^) ESC lines (Figure 2A and S2A). qPCR analysis showed the successful deletion of *Pim3* fragments (Figures 2B and S2B). The western blot demonstrated the complete loss of PIM3 protein in *Pim3*^−/−^ ESCs (Figure 2C). *Pim3* deficiency did not disrupt ESC morphology and expression of pluripotency genes (*Oct4* and *Sox2*), although its absence stimulated the upregulation of *Nanog* (Figures S2C–S2E). NANOG activation appeared to prevent further activation of MuERVL in *Pim3*^−/−^ ESCs (Figures S2F and S2G). The downregulation of *Nanog* resulted in the activation of MuERVL in wild-type (WT) ESCs (Figure S2F). Depletion of *Nanog* further activated MuERVL expression in *Pim3*^−/−^ ESCs (Figure S2G). Consistent with results from *Pim3* depletion and inhibition, loss of *Pim3* resulted in the upregulation of MuERVL and some other ERVs, including RLTR6, RLTR45-int, and LINE1 (Figure 2D). 2C genes, such as *Dux*, *Gm4340*, *Sp110*, *Tcstv3*, *Zfp352*, and *Zscan4*, were similarly activated in *Pim3*^−/−^ ESCs (Figure 2E). In addition, *Pim3* deletion caused MuERVL-gag^+^ 2C-like totipotent cell population in ESCs to elevate from ∼1% to 4%–8% (Figures 2F and S2H). These results confirm the PIM3-mediated repression of MuERVL and 2C-like state, which were suppressed by NANOG as well.

**Figure 2:**
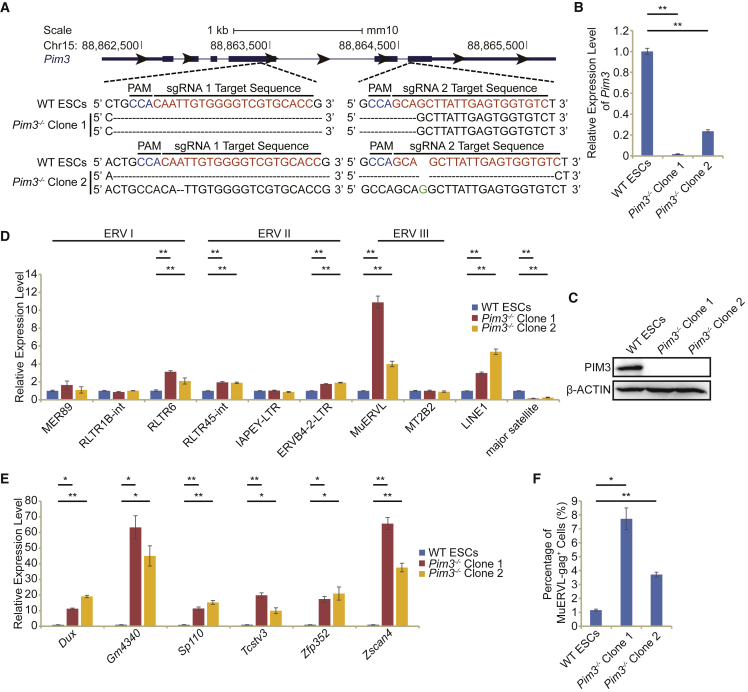
Establishment of *Pim3*-deficient ESCs (A) Schematic of mutation sites in two *Pim3*^−/−^ ESC clones. Black dashes: deleted bases; green base: insertion; red bases: sgRNA target sequences; blue bases: protospacer adjacent motif (PAM) sequences. (B) qPCR analysis of the expression of *Pim3* in WT ESCs and *Pim3*^−/−^ ESCs. (C) Western blot analysis of PIM3 protein in WT ESCs and *Pim3*^−/−^ ESCs. β-ACTIN was used as a loading control. (D) qPCR analysis of the expression of retrotransposons and other repeats in WT ESCs and *Pim*3^−/−^ ESCs. (E) qPCR analysis of the expression of 2C embryo genes in WT ESCs and *Pim*3^−/−^ ESCs. All qPCR data in Figure 2 are biological triplicate data (n = 3 independent experiments) and are presented as mean ± SEM. (F) Flow cytometry analysis of the MuERVL-gag^+^ population in WT ESCs or *Pim*3^−/−^ ESCs. Biological triplicate data (n = 3 independent experiments) are presented as mean ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01 in Student’s t test.

### Transcriptome analysis reveals PIM3-target genes

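RNA was sequenced from 2 cultures of WT ESCs and from 2 Pim3−/− clones, 1 library each, so that each group holds 2 replicates. The cells were of the mouse line E14, grown on gelatin with serum and LIF, the cytokine that keeps ESCs from differentiating. Libraries were made with an mRNA kit from DNase-treated RNA. The authors trimmed the reads with Cutadapt, mapped them with Hisat2 to the mouse assembly mm10 and deposited raw counts, without normalization, per gene of the Ensembl annotation and per TE subfamily of the RepeatMasker annotation. A TE count adds up the reads on the genomic copies of a subfamily, and single loci were not analysed here. The legend of Figure 3B names Squire as the source of its TE values. Which program made the deposited counts, how reads with several locations were treated and whether the strand was used are not named in the paper's text, so genes with near-identical copies, overlapping genes and antisense genes are uncertain. The paper does not state which replicate number stands for which clone.

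The gene table held 23156247 and 25668307 counts for WT replicates 1 and 2, and 22892949 and 22029427 counts for Pim3−/− replicates 1 and 2. On TEs, the same libraries had 546500, 680595, 821065 and 808450 counts. Across genes, which are not independent replicates, the log2 of CPM (counts per 1e6 counts of the table, after scaling) correlated at 0.99 between the WT libraries and at 0.968 between the Pim3−/− libraries, against 0.929 to 0.946 between a WT and a Pim3−/− library. Each library comes from a culture or clone of its own and was counted as 1 replicate. A count of 0 allows up to 3 counts, which is 0.157 CPM in WT replicate 1. Such limits cover counting error only.

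Counts were scaled with edgeR's TMM factors, which were 0.828 and 0.883 for the WT libraries and 1.168 and 1.172 for the Pim3−/− libraries. The factors set the median log2 fold change of the 18444 tested genes at 0.07. With library totals alone it was 0.52, a shift of 0.449 that applies to each gene and has to be set beside any single fold change. Groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. For a single value, an exact two-sided permutation test of 2 libraries against 2 cannot go below 0.333, so none is given.

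Pim3 itself had 4392 and 4953 counts in the WT libraries and 4970 and 4804 in the libraries labelled Pim3−/−. That is 224 CPM ± 7.50 (SD, n = 2) against 186 CPM ± 0.10 (SD, n = 2), a log2 fold change of -0.27 (standard error 0.17, adjusted p = 0.251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with library totals alone the sign changed, to 0.19. The sequence between the sgRNA cleavage sites makes up 13.0% of the Pim3 transcript, and its complete loss would change the log2 count by -0.20. The Pim3 count per gene therefore does not test the labels, and directions are those between the libraries as labelled.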

Next, we further probed the function of *Pim3* by profiling transcriptome in two independent clone lines of *Pim3*^−/−^ ESCs. More genes were upregulated than downregulated in *Pim3*^−/−^ ESCs (Figure 3A; Data S1). 

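At the thresholds of Figure 3A, an expression change of at least 3-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1562 of the 18444 tested genes were upregulated and 255 downregulated in the libraries labelled Pim3−/−, so that 86.0% of the changed genes were upregulated. Among protein-coding genes, 1225 were upregulated and 164 downregulated. The paper's reported number of upregulated genes is 1168, and the Wald test that it names for differential expression, run here in DESeq2, called 1199 upregulated and 261 downregulated genes. With a filter on at least 10 counts in every library, 768 genes were upregulated and 142 downregulated. With library totals in place of TMM factors, 2757 genes were upregulated and 76 downregulated, or 97.3% upregulated. By fold change alone, 1823 genes were at least 3-fold higher, and between 1746 and 2027 with 1 library left out.

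The upregulated genes were weakly expressed, with a median of 1.47 CPM over the 4 libraries, against 10.2 CPM for the downregulated genes and 11.5 CPM for all tested genes. In 283 of the 1562, both WT libraries had at most 3 counts, so that the fitted fold changes are uncertain. Values set against 3 counts are lower bounds only where the WT counts were 0. The median log2 fold change fell with expression, from 0.86 among genes with a mean log2 CPM under 0 to -0.73 among genes over 8. With library totals it fell from 1.30 to -0.28 between the same levels.

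**Figure D1:**
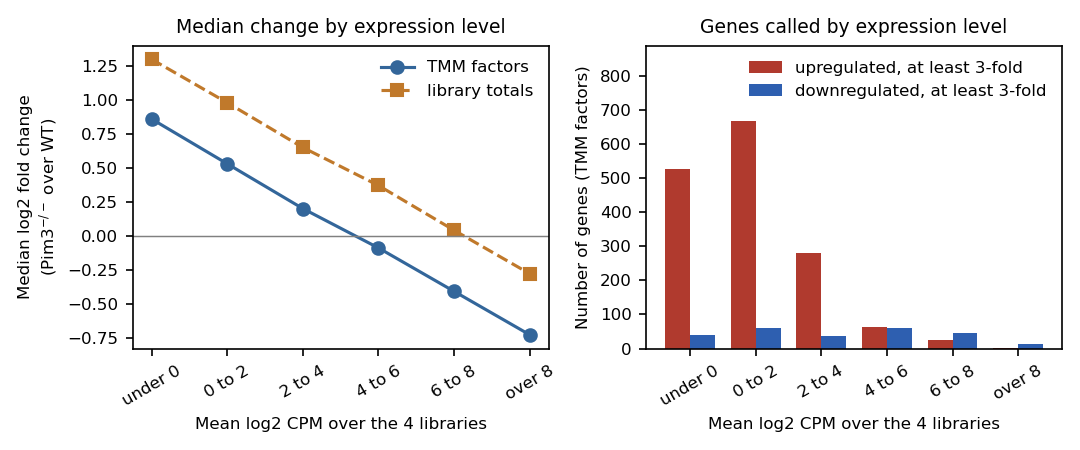
Left, median log2 fold change of Pim3−/− over WT ESCs by mean log2 CPM over the 4 libraries, with TMM factors (circles) and with library totals (squares). Right, numbers of genes upregulated and downregulated by at least 3-fold at an adjusted p under 0.05, with TMM factors; the 2 lowest levels hold 527 and 666 upregulated genes.

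The upregulated genes with the largest fold changes and at least 10 counts in both Pim3−/− libraries had no counts in WT ESCs. Against the 3 counts that a count of 0 allows, Nrn1 was at least 7.91-fold higher, Tpsg1 at least 7.53-fold, P3h2 at least 6.27-fold, Gm41192 at least 6.19-fold and Heatr9 at least 6.18-fold. The bound of P3h2 rested on Pim3−/− replicate 1, and without that library it was 2.95-fold. Gm41192 is annotated as antisense, so its count is uncertain. At the other end, against the same 3 counts, Gm10095 was 25.0-fold lower, Snord60 8.21-fold and Serpinb5 5.25-fold. Gm10095 had 79 and 36 counts in the WT libraries and 3 and 2 in the Pim3−/− libraries. In the latter Snord60 had 1 and 1 counts and Serpinb5 1 and 0. Since these counts were not all 0, the values are uncertain and not strict lower bounds. Without WT replicate 1 the value of Gm10095 was 13.9-fold. Gm28625 had a log2 fold change of -3.69 (standard error 0.51) and Rpl31-ps15 one of -3.35 (standard error 0.92), with adjusted p-values of 0.00472 and 0.0271 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of Rpl31-ps15 depended on the test, with an adjusted p of 0.213 in the Wald test of DESeq2 and from 0.00521 to 0.213 over its alternatives. It had 0 and 11 counts in the Pim3−/− libraries, and without replicate 1 its log2 fold change was -2.35. Gm10095 and Rpl31-ps15 are processed pseudogenes and Snord60 is a snoRNA, whose reads can be shared with other genes.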

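Of the 1072 TE subfamilies in the table, 828 passed the filter on low counts. MuERVL is annotated there in a pair of parts, the internal sequence MERVL-int and its LTR, MT2_Mm. MERVL-int had 1132 and 1584 counts in the WT libraries and 8868 and 6194 in the Pim3−/− libraries. In CPM of the TE table this was 2345 ± 174 (SD, n = 2) against 8709 ± 2385 (SD, n = 2), a log2 fold change of 1.89 (standard error 0.16, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out, the value lay between 1.58 and 2.15. MT2_Mm had 966 and 1118 counts in WT and 6626 and 3467 in Pim3−/− ESCs, a log2 fold change of 1.69 (standard error 0.26, adjusted p = 0.00607 from the same edgeR test). Its value rested more on Pim3−/− replicate 1, and without that library it was 1.11.

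TEs were scaled by TMM factors within the TE table, as fixed beforehand. Scaling them by the gene table instead raised the median log2 fold change of all TEs by 0.262. At the thresholds of Figure S3A, a change of at least 2-fold and an adjusted p under 0.05, 18 TEs were upregulated and 21 downregulated. With the totals of the TE table 30 were upregulated and 15 downregulated. With the gene table's scaling these numbers were 59 and 15, in a fit whose prior degrees of freedom are infinite and whose calls are therefore not comparable. With the prior degrees of freedom of the TE table's own fit (6.55), a setting chosen after seeing the data, the same scaling gave 22 and 11. MERVL-int had log2 fold changes of 2.07 with the totals of the TE table and 2.15 with the gene table's scaling. With the totals of the gene table and no TMM factors, a scaling chosen after seeing the data, the median of all TEs was 0.72, and 230 TEs were upregulated and 3 downregulated, again with infinite prior degrees of freedom.

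Of the 21 downregulated TEs, 14 (66.7%) belong to ERVK, as do 2 of the 18 upregulated ones. RLTR13G, one of these 14, had a log2 fold change of -1.60 (standard error 0.15), ETnERV-int one of -1.30 (standard error 0.11) and RLTRETN_Mm one of -1.46 (standard error 0.11), with adjusted p-values of 3.5e-04, 2.3e-04 and 1.7e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaled by the gene table they were at -1.33, -1.04 and -1.19. The family as a whole changed direction with the scaling: of its 255 tested members, 140 were below 0, with a median of -0.05, and 87 with the gene table's scaling, with a median of 0.21. The median of all TEs moved likewise, from 0.01 to 0.27, so this change of sign is not specific to ERVK. At an adjusted p under 0.05 with scaling within the TE table, 22 ERVK members were lower and 6 higher. With the gene table's scaling 21 were lower and 52 higher, in the fit with infinite prior degrees of freedom, whose calls are not comparable.

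Figure S3A names 31 TEs. Of the 22 drawn as upregulated, 21 were higher here, and the 9 drawn as downregulated were lower. L1MEg, the exception, had a log2 fold change of -0.07 (standard error 0.14), which became 0.20 with the gene table's scaling. At the thresholds of Figure S3A, 10 of the 22 drawn as upregulated and the 9 drawn as downregulated were called here. At an adjusted p under 0.05 over all TEs, without the fold threshold, 16 of the 31 were higher and 9 lower, and adjusted over the list alone 20 and 9. The study picked these TEs from the same libraries, so the count adjusted over the list alone is not independent evidence. Outside that list, the largest rises were those of MER91C, LTR82B and LTR16D, each with under 50 counts in every library. Against 3 counts MER91C was 4.57-fold and LTR82B 2.95-fold higher. Their WT counts, 2 and 2 for MER91C and 2 and 1 for LTR82B, were not 0, so these are not strict lower bounds. LTR16D had a log2 fold change of 2.22. The largest falls were those of MER127 (-2.01), HERVL74-int (-1.87) and RLTR46A2 (-1.86).

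**Figure D2:**
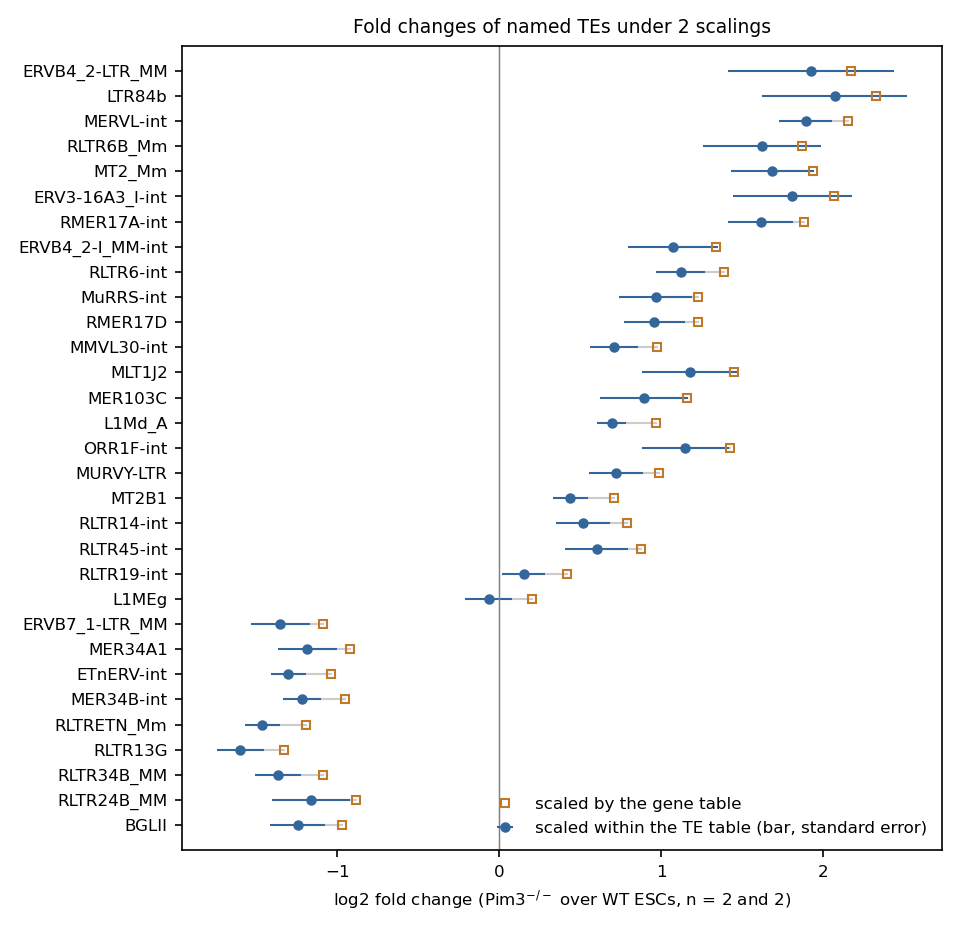
Log2 fold change of Pim3−/− over WT ESCs (n = 2 and 2 libraries) for the 31 TEs of Figure S3A. Filled circles with bars are values scaled within the TE table with their standard errors, open squares the values scaled by the gene table; L1MEg lies below 0 in the former and above 0 in the latter.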

The absence of *Pim3* caused activation of 2C-marker MuERVL and other transposable elements (TEs), as well as downregulation of ERVK family members (Figures 3B and S3A and Data S2). Moreover, the number of activated MuERVL loci was the highest among all activated TEs (Figures 3C and S3B). 

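Figure 2E names Dux, Gm4340, Sp110, Tcstv3, Zfp352 and the Zscan4 cluster as 2C genes, which stand in the gene table as 11 symbols, with Dux under the symbol Duxf3. In the annotation of GRCm38, the assembly that mm10 stands for, Duxf3 lies on chromosome 10 from 58229979 to 58232675, and Zscan4a to Zscan4f lie on chromosome 7 between 10794242 and 11402318. Duxf3 had 3 and 5 counts in the WT libraries and 81 and 37 in the libraries labelled Pim3−/−, or 0.189 CPM ± 0.0454 (SD, n = 2) against 2.24 CPM ± 1.13 (SD, n = 2). Its log2 fold change was 3.52 (standard error 0.62, adjusted p = 0.00742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sp110 rose from 11 and 15 counts to 98 and 53, a log2 fold change of 2.20 (standard error 0.47, adjusted p = 0.0125 in the same edgeR test). Zfp352 had the smallest log2 fold change of the 11, 1.49 (standard error 0.43), and Zscan4b the largest, 3.92 (standard error 0.68). This order rested on Pim3−/− replicate 1. Without that library Gm4340 was lowest, at 0.82, with Zfp352 at 1.43, and Zscan4b and Duxf3 were both at 2.87. Gm4340, Tcstv3, Duxf3 and the Zscan4 genes have near-identical copies, and how reads were divided among these is uncertain.

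All 11 genes were higher at an adjusted p under 0.05, over all tested genes and adjusted over the list alone. In the Wald test of DESeq2, which the paper names, Gm4340 and Zfp352 did not pass, with Benjamini-Hochberg adjusted p-values of 0.0763 and 0.0889, the highest over their alternatives, the lowest being 0.0012 and 0.00961. The median log2 fold change of the 11 was 2.93, which is 2.87 above the median of all genes under TMM scaling and 2.86 above it with library totals. The change of scaling shifts all genes alike, so the closeness of these values is no test of it. The set test camera, with its preset correlation between genes of 0.01, gave a Benjamini-Hochberg adjusted p of 5.1e-07 over the 8 gene sets tested. Under an estimated correlation, which was 0.862 for these genes, the adjusted p was 0.259, and under limma's fry 0.109. Of the 8 sets, 5 had adjusted p-values under 0.05 with fry, namely those of TSC, proteasome, spliceosome, synaptic and cancer pathway genes, and none with the estimated correlation, where 2 had an unadjusted p under 0.05. A larger correlation is not the only reason. For the cancer list the estimate was 0.012, near the preset 0.01, yet its unadjusted camera p rose from 1.4e-10 to 0.0253. Failing with the estimated correlation therefore does not by itself show that correlated genes made the result. The mean log2 CPM of the 11 genes was 0.34 and 0.35 in the WT libraries, and 3.67 in Pim3−/− replicate 1 against 2.24 in replicate 2, a ratio of 2.69. Without replicate 1 the median was 1.76 above that of all genes, and without replicate 2 it was 3.58 above it. The gene set of Figure 3D and the MuERVL-chimeric transcripts of Figure 3E were not analysed here.

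**Figure D3:**
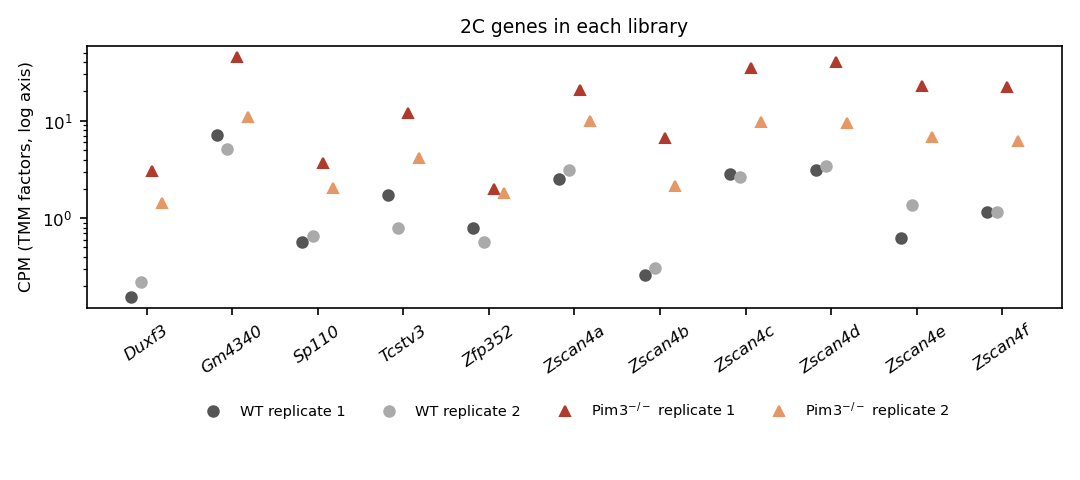
CPM with TMM factors (log axis) of the 11 genes in each of the 2 WT libraries (circles) and the 2 Pim3−/− libraries (triangles). For every gene, both Pim3−/− libraries lie above both WT libraries, and replicate 1 lies above replicate 2.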

Since MuERVL marks the 2C state, *Pim3* deletion resulted in the upregulation of 2C genes and activation of MuERVL-chimeric genes in ESCs (Figures 3D and 3E), implying the activation of 2C-like state after *Pim3* loss. 

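At the thresholds of Figure S3D, an expression change of at least 1.5-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3166 genes were upregulated in Pim3−/− ESCs and 2850 downregulated. With library totals, 6445 genes were upregulated. The published list of genes of 2C-like cells and the transcriptomes of Dux-induced cells were not used here. In their place, a list of 46 symbols of 2C genes was written from general knowledge, of which 38 were tested. It includes the genes of Figure 2E. Of the 38, 36 were higher and 2 lower. At an adjusted p under 0.05, 29 were higher and 1 lower over all genes, and 34 and 1 adjusted over the list alone. The median log2 fold change was 2.42, or 2.35 above that of all genes, with an adjusted p of 4.5e-12 in camera, 0.259 with an estimated correlation and 0.109 in fry. Without Pim3−/− replicate 1 it lay 1.67 above the median of all genes. Many of these symbols, such as the Usp17l genes, are near-identical copies, so the number of genes that changed is uncertain.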

Principal component analysis (PCA) based on gene expression suggested a moderate shift of *Pim3*^−/−^ transcriptome toward that of 2C-like cells (Figure S3C), while 87 genes of 2C-like cells (Macfarlan et al., 2012) were activated in *Pim3*^−/−^ cells (Figure S3D). 

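Figure S3E shows 49 TEs activated in 2C embryos, 47 drawn as upregulated and 2 as downregulated, and all 49 passed the filter on low counts. With scaling within the TE table, 31 (63.3%) were higher in the libraries labelled Pim3−/−, against 50.2% of all tested TEs. With the gene table's scaling 42 (85.7%) were higher, against 76.2% of all TEs. Log2 fold changes ran from -1.40 to 1.89, with MERVL-int at the top. The median was 0.08 within the TE table and 0.36 with the gene table's scaling, which is 0.08 and 0.09 above that of all TEs. At an adjusted p under 0.05, 3 were higher and 2 lower over all TEs, and 6 and 3 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the gene table's scaling 17 were higher and 2 lower at that threshold, in a fit whose prior degrees of freedom are infinite and whose p-values are therefore not comparable. As a set the 49 TEs were not different from the others in camera (p = 0.113, preset correlation between TEs), nor with an estimated correlation (p = 0.196), while fry gave p = 0.0175. The call depended on the scaling, since with the gene table's scaling the set passed 0.05 in camera. The number higher lay between 26 and 32 with 1 library left out. Data S2 of the paper gives positive log2 fold changes for 40 of the 49, with a median of 0.31. Its median over the 826 TEs found here as well was 0.227.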

The majority of TEs that are activated in 2C embryos (Macfarlan et al., 2012) demonstrated activation in *Pim3*^−/−^ ESCs (Figure S3E), further supporting the transition of *Pim3*^−/−^ cells toward 2C-like cells. The partial transition toward 2C-like cells is probably because only a subset of *Pim3*^−/−^ ESCs transit to 2C-like cells, whereas the other cells remain in non-2C-like state. Consistent with the downregulation of *Pim3* in TSCs (Figures S1E and S1F), ESCs demonstrated upregulation of TSC genes (Lee et al., 2019) after *Pim3* deletion (Figure S3F). 

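The published TSC gene set was not used here. A list of 32 markers of trophoblast stem cells was written from general knowledge instead, and 29 of them were tested. Of these, 17 were higher and 12 lower in the libraries labelled Pim3−/−. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 13 were higher and 2 lower over all genes, and 16 and 4 adjusted over the list alone. The median log2 fold change was 0.90, and the single genes ranged from -1.25 to 4.20. The median was 0.83 above that of all genes, also with library totals, which shift all genes alike. Camera gave an adjusted p of 0.00473, fry 0.0405 and an estimated correlation 0.228. With 1 library left out the median lay 0.73 to 0.78 above that of all genes.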

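The pathway tables of KEGG were not used here, and the gene families below were collected by gene symbol. Of 46 tested proteasome subunit genes, 44 were lower and 2 higher in the libraries labelled Pim3−/−. Adjusted p-values under 0.05 were found for 36 of the lower genes over all genes and for 38 adjusted over the list alone, and for none of the higher ones (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change was -1.12, or -1.19 relative to all genes. Among 114 spliceosome genes, 105 were lower, 66 at an adjusted p under 0.05 and 70 adjusted over the list alone. The median was -0.72, and -0.79 relative to all genes. With library totals the medians were -0.67 and -0.27. Relative to all genes they were at -1.19 and -0.78, which is no test of scaling, since library totals shift all genes alike. For metabolism, 55 enzymes of nucleotide synthesis and salvage were tested. Of these 42 were lower, 27 at an adjusted p under 0.05, and 3 of the 13 that were higher passed the same threshold. Adjusted over the list alone, 29 were lower and 3 higher. Their median lay -0.84 from that of all genes, and without Pim3−/− replicate 2 -0.49. All 3 lists passed camera, with adjusted p-values of 3.0e-17, 3.0e-16 and 1.6e-08. In fry the adjusted p-values were 0.0428 for the first pair and 0.0675 for nucleotide synthesis, and with an estimated correlation 0.259 for each.

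Among 60 synaptic receptor, channel and G protein genes, 45 were higher, 22 at an adjusted p under 0.05, and 3 were lower at that threshold. The numbers were the same adjusted over the list alone. Their median log2 fold change was 0.94, or 0.87 relative to all genes. Among 93 ligand, receptor and matrix genes of the cancer pathway, 79 were higher, 44 at an adjusted p under 0.05 and 51 adjusted over the list alone, while 2 and 3 were lower. The median was 0.95, or 0.89 relative to all genes. In 7 of the 93 and 1 of the 60, both WT libraries had at most 3 counts, and with these genes set against 3 counts the medians stayed at 0.95 and 0.94. Camera gave adjusted p-values of 7.1e-05 for the synaptic and 2.8e-10 for the cancer list, fry 0.0117 for each and an estimated correlation 0.148 for each. The lists that rose were weakly expressed and those that fell were abundant, with mean log2 CPM in WT replicate 1 of 1.75 and 1.96 against 7.59, 7.34 and 6.43. HTLV-1 infection was not analysed here.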

*Pim3* knockout led to the activation of signaling pathways that were related to cancer, HTLV-1 infection, and neural synapses, while its absence repressed pathways related to metabolism, proteasome, and spliceosome (Figures 3F and 3G). The downregulation of spliceosome activity was recently linked to the activation of totipotent state (Shen et al., 2021). These data support the idea that *Pim3* deficiency activates the MuERVL-marked 2C-like totipotent state and trophectodermal genes in ESCs.

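Against random lists of tested genes matched on expression, of which 10000 were drawn for each, the median log2 fold changes of the 2C genes, of the TSC list and of the synaptic and cancer families lay at percentile 100, and those of the proteasome, spliceosome and nucleotide synthesis families at percentiles 0, 0.04 and 0.01. This describes the 4 libraries and is not a test across replicates. In a fit chosen after seeing the data, which removed the trend of the fold changes on mean expression, the medians were 2.79 for the 2C genes of Figure 2E, 2.10 for the longer 2C list, 0.73 for TSC genes, 0.49 for synaptic and 0.75 for cancer pathway genes, and -0.64, -0.29 and -0.46 for proteasome, spliceosome and nucleotide synthesis genes. The paper reasons from MuERVL as a mark of the 2C state to a move toward 2C-like cells. Its steps are the rise of MuERVL, of other TEs, of 2C genes and of MuERVL-chimeric genes. It adds a PCA shift, genes shared with 2C-like cells and, by flow cytometry, more MuERVL-gag+ cells in Pim3−/− ESCs. The rise of TSC genes it sets beside the low level of Pim3 in TSCs and takes as activation of trophectodermal genes. It proposes that this move is partial because only a part of the Pim3−/− ESCs becomes 2C-like.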

**Figure 3:**
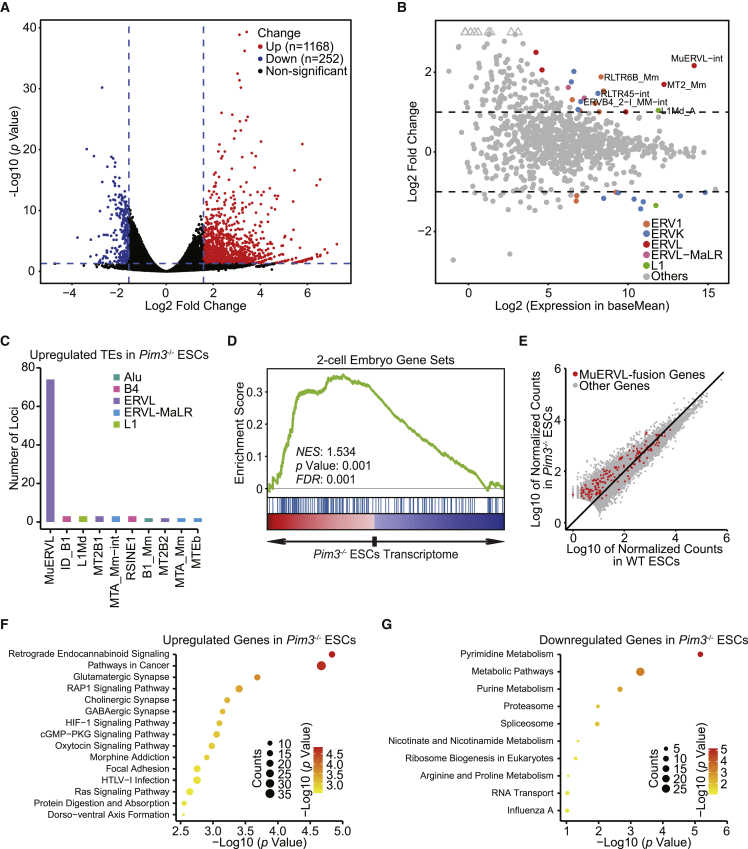
Transcriptome profile regulated by *Pim3* (A) The volcano plot of gene expression in *Pim*3^−/−^ ESCs versus WT ESCs. Red, upregulated genes; blue, downregulated genes. Genes with expression change ≥ 3-fold and adjusted p < 0.05 are shown. (B) A scatter diagram shows a transcriptome analysis of TE expression after *Pim3* knockout. The result from Squire was used to plot the diagram. Different colored dots represent different retroelements. Colored dots indicate TEs with significant expression change (p < 0.05, Wald test). Triangles represent TEs with log_2_ (fold change) > 4. (C) The top 10 TEs with the highest number of loci upregulated after *Pim3* knockout. (D) Gene set enrichment analysis (GSEA) of 2C genes in the transcriptome of *Pim3*^−/−^ ESCs. Red, upregulated genes; blue, downregulated genes; *NES*, normalized enrichment scores; *FDR*, false discovery rate. The Kolmogorov-Smirnov statistic was used for the calculation of p value. (E) Dot plot of all expressed genes in WT ESCs and *Pim*3^−/−^ ESCs. Genes with alternative transcripts overlapped with MuERVL are labeled in red. (F and G) KEGG terms of pathways related to upregulated genes (F) and downregulated genes (G) after *Pim3* knockout. The analysis was done with DAVID. Color gradient indicates significance in –log_10_ (p value), and the size of dots indicates the number of genes in the corresponding pathway.

### AMPK at the downstream of PIM3 activates MuERVL and 2C-like state

To study how *Pim3* inadequacy activates 2C-like state in ESCs, we looked into the literature on the function of PIM kinases. It is found that PIM kinases activate MAPK (Leung et al., 2020; Santio et al., 2016), ERK (Narlik-Grassow et al., 2012), and mTORC1 (Beharry et al., 2011) pathways but suppress GSK3β (Narlik-Grassow et al., 2012) and AMPK pathways (Beharry et al., 2011; Mung et al., 2021) (Figure 4A). We validated the roles of these pathways in the PIM-mediated repression of MuERVL by treating ESCs with inhibitors of PIM-activated pathways or activators of PIM-repressed pathways. The inhibition of MAPK (with SB203580), ERK (with PD0325901), or mTORC1 (with rapamycin) did not perturb MuERVL expression (Figure 4B). In contrast, activation of the AMPK with phenformin efficiently released MuERVL from repression and induced the emergence of the MuERVL-gag^+^ 2C-like population in ESCs, phenocopying the consequences of *Pim3* deletion (Figures 4C–4E and S4A). It was previously reported that *Pim* deficiency in mouse fibroblast cells elicited increased AMPK phosphorylation (Beharry et al., 2011). Unexpectedly, the depletion of *Pim1* or *Pim2* led to the downregulation of AMPK phosphorylation (Figures 4F and 4G). This was confirmed with inhibitors of PIM1 and PIM2 (Figure S4B). In contrast, AMPK phosphorylation only rose in *Pim3*^−/−^ ESCs (Figure 4H). Furthermore, the inhibition of AMPK with dorsomorphin (Figure 4I), but not the inhibition of GSK3β with CHIR-99021, partially rescued MuERVL expression in *Pim3*^−/−^ ESCs (Figure 4J). Depletion of *Lkb1*, which lies at the downstream of PIM3 and mediates AMPK activation (Mung et al., 2021), partially rescued MuERVL expression as well (Figures S4C–S4E). Together, these results indicate that AMPK is a key downstream target of PIM3 in restraining MuERVL and 2C-like state.

**Figure 4:**
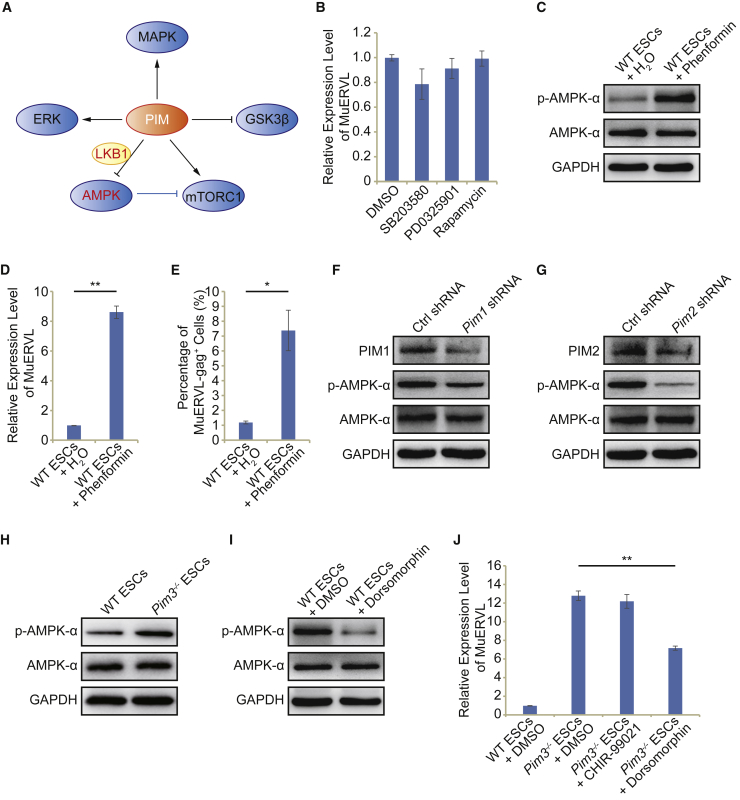
Screening of PIM3-related pathways identifies AMPK as a regulator of 2C-like totipotent state (A) Schematic diagram of signaling pathways involving PIM kinases. The blue objects represent downstream targets of PIM kinases. (B) qPCR analysis of the expression of MuERVL in control ESCs and ESCs treated with inhibitors. DMSO-treated samples were included as a control. (C) Western blot analysis of AMPK-α and *p*-AMPK-α proteins in WT ESCs treated with an activator of AMPK (phenformin). H_2_O treated samples were included as a control. GAPDH was used as a loading control. Alpha (α) refers to the alpha subunit of AMPK. (D) qPCR analysis of the expression of MuERVL in control ESCs and ESCs treated with 1.5 mM phenformin. (E) Flow cytometry analysis of the MuERVL-gag^+^ population in WT ESCs treated with water and phenformin respectively. Water-treated sample was included as a control. Biological triplicate data (n = 3 independent experiments) are presented as mean ± SEM. (F) Western blot analysis of the indicated proteins in WT ESCs expressing *Pim1* shRNA or control shRNA. GAPDH was included as a loading control. (G) Western blot analysis of the indicated proteins in WT ESCs expressing *Pim2* shRNA or control shRNA. GAPDH was included as a loading control. (H) Western blot analysis of AMPK-α and *p*-AMPK-α levels in WT ESCs and *Pim*3^−/−^ ESCs. GAPDH was used as a loading control. (I) Immunoblot analysis of AMPK-α and *p*-AMPK-α levels in WT ESCs treated with the inhibitor of AMPK (dorsomorphin). DMSO-treated sample was included as a control. GAPDH was used as a loading control. (J) qPCR analysis of the expression of MuERVL in WT ESCs and *Pim*3^−/−^ ESCs treated with dorsomorphin or CHIR-99021. DMSO-treated sample was included as a control. All qPCR data in Figure 4 are presented as mean ± SEM (n = 3 independent experiments). ^∗^p < 0.05, ^∗∗^p < 0.01 in Student’s t test.

### Phosphorylated AMPK relieves MuERVL and 2C-like state from the suppression of HDAC4/5

A previous study showed that a key AMPK downstream target was class IIa HDACs (Mihaylova et al., 2011). Increased AMPK phosphorylation induced elevated phosphorylation of HDAC4/5 in hepatocytes (Mihaylova et al., 2011). This prompted us to explore the impact of *Pim3* deletion on class IIa HDACs. We first looked into the expression of class IIa HDACs (*Hdac4*, *Hdac5*, *Hdac7*, and *Hdac9*) in ESCs. 

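In the 2 WT libraries, Hdac5 had 745 and 888 counts, or 39.1 CPM ± 0.221 (SD, n = 2). Hdac4 followed with 407 and 587 counts, or 23.6 CPM ± 3.30 (SD, n = 2), Hdac7 with 131 and 174 counts, or 7.26 CPM ± 0.597 (SD, n = 2), and Hdac9 with 6 and 1 counts, or 0.179 CPM ± 0.190 (SD, n = 2), where 3 counts are 0.157 CPM. Hdac5 was higher than Hdac4 in both libraries, 1.83-fold and 1.51-fold, with a mean ratio of 1.67, and a ratio within a library does not depend on its scaling. Hdac4 was 3.11-fold and 3.37-fold higher than Hdac7. CPM favour long transcripts. Per kb of annotated exons, 15813 bp for Hdac4 and 8780 bp for Hdac5, the mean ratio of Hdac5 to Hdac4 was 3.01. The gap between Hdac4 and Hdac7 (6755 bp) narrowed per kb, to 1.34 and 1.64 CPM for Hdac4 against 1.01 and 1.14 CPM for Hdac7. No test between genes was made. Hdac5 lies on chromosome 11 from 102194432 to 102230166, Hdac4 on chromosome 1 from 91928779 to 92195699, Hdac7 on chromosome 15 from 97792664 to 97844502 and Hdac9 on chromosome 12 from 34047580 to 34917095 (GRCm38). At this depth Hdac9 could not be told from absent in replicate 2.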

*Hdac5* was expressed highest in ESCs, followed by *Hdac4*, whereas *Hdac7* and *Hdac9* remained lowly expressed or unexpressed (Figure 5A). Hence, we focused on studying HDAC5 and HDAC4. We immunoprecipitated HDAC4/5 respectively and found their phosphorylation increased after *Pim3* deletion (Figures 5B and 5C). The inhibition of AMPK with dorsomorphin reduced the phosphorylation of HDAC4/5 (Figure S5A), confirming HDAC4/5 as the downstream targets of AMPK. Since class IIa HDACs can shuttle between the nucleus and the cytoplasm, we extracted the nuclear and cytoplasmic proteins to test whether HDAC4/5 phosphorylation affects their localization. Indeed, the amount of nuclear HDAC4/5 was severely reduced in *Pim3*^−/−^ ESCs (Figure 5D). These findings suggest that HDAC4/5 lie at downstream of AMPK and PIM3 in ESCs.

**Figure 5:**
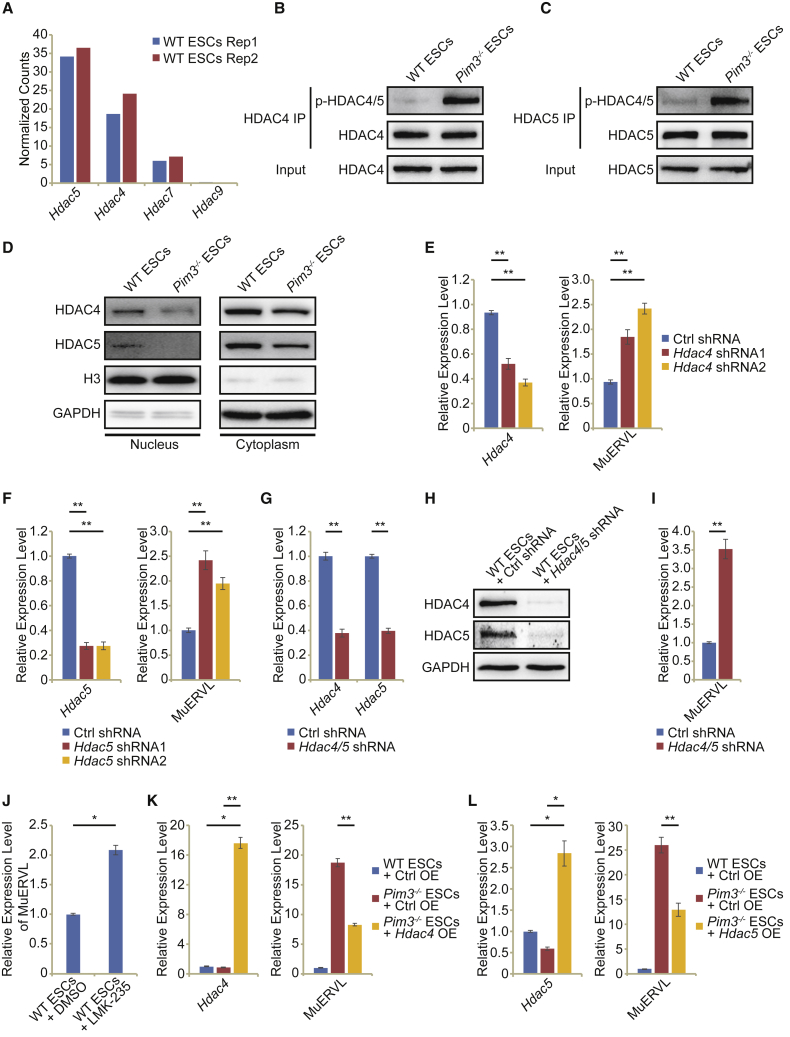
HDAC4/5 function at the downstream of AMPK to repress MuERVL-marked 2C-like totipotent state (A) The RNA-seq expression levels of class IIa HDACs (*Hdac4*, *Hdac5*, *Hdac7*, and *Hdac9*) in two replicates of WT ESCs. (B and C) Western blot analysis after immunoprecipitation with HDAC4 (B) or HDAC5 (C) antibody in WT ESCs and *Pim*3^−/−^ ESCs. Input was loaded as control. (D) Western blot analysis of HDAC4 and HDAC5 expression in the nucleus and cytoplasm of WT ESCs and *Pim*3^−/−^ ESCs. GAPDH was used as a loading control to the cytoplasm. H3 was used as a loading control to the nucleus. (E) qPCR expression levels of *Hdac4* and MuERVL after the depletion of *Hdac4* in ESCs. (F) qPCR expression levels of *Hdac5* and MuERVL after the depletion of *Hdac5* in ESCs. (G) qPCR expression levels of *Hdac4* and *Hdac5* after depleting *Hdac4/5* by shRNAs in ESCs. (H) Western blot analysis of the HDAC4 and HDAC5 in WT ESCs expressing *Hdac4/5* shRNAs or control (Ctrl) shRNA. GAPDH was added as a loading control. (I) qPCR analysis of the expression of MuERVL after the shRNA depletion of *Hdac4/5* in ESCs. (J) qPCR analysis of the expression of MuERVL in control ESCs and ESCs treated with an inhibitor of HDAC4/5 (LMK-235). DMSO-treated sample was included as a control. (K) The expression levels of *Hdac4* and MuERVL after *Hdac4* overexpression (OE) in WT ESCs and *Pim*3^−/−^ ESCs, as measured by qRT-PCR and normalized to *ACTB* level. (L) The expression levels of *Hdac5* and MuERVL after *Hdac5* overexpression in WT ESCs and *Pim*3^−/−^ ESCs, as measured by qRT-PCR and normalized to *ACTB* level. All qPCR data in Figure 5 are presented as mean ± SEM (n = 3 independent experiments). ^∗^p < 0.05, ^∗∗^p < 0.01 in Student’s t test.

We subsequently questioned whether the activation of 2C-like state and MuERVL resulted from the increased HDAC4/5 phosphorylation and their decreased nuclear localization. Therefore, we knocked down *Hdac4/5* separately and at the same time. Depletion of either *Hdac4* or *Hdac5* activated MuERVL expression (Figures 5E and 5F). The simultaneous depletion of both *Hdac4* and *Hdac5* further activated MuERVL expression (Figures 5G–5I). The phenotype of MuERVL activation and increased 2C-like population was recapitulated after treating ESCs with the HDAC4/5 selective inhibitor LMK-235 (Marek et al., 2013) (Figures 5J and S5B). Conversely, overexpression of HA-tagged HDAC4/5 in *Pim3*^−/−^ ESCs increased nuclear HDAC4/5 levels and partially rescued the expression of MuERVL (Figures 5K, 5L, and S5C–S5F), confirming HDAC4/5 as the functional targets of PIM3. Altogether, these findings reveal that AMPK mediates the export of HDAC4/5 out of the nucleus to relieve MuERVL and 2C-like totipotent state from silencing.

### PIM3 deficiency elevated H3K9ac and reduced H3K9me1/2 density on MuERVL

To identify how HDAC4/5 modulate MuERVL and 2C-like state, we validated the binding of HDAC4/5 to MuERVL. ChIP-qPCR results suggested that HDAC4/5 directly interacted with and repressed MuERVL in ESCs (Figures 6A, 6B, 5K, and 5L). HDAC4/5 ChIP-seq data revealed that HDAC4/5 were mainly bound to the intergenic regions and introns in ESCs (Figures S6A and S6B). The bindings of HDAC4/5 were enriched on MuERVL (Figures 6C and 6D), suggesting the direct regulatory roles of HDAC4/5 on MuERVL expression. In addition, 51.71% (604/1168) of upregulated genes in *Pim3*^−/−^ ESCs were bound by HDAC4/5 (Figures 6E and 3A), suggesting a major role of HDAC4/5 in regulating downstream genes of PIM3. A possible way to activate MuERVL after *Pim3* loss is through activating 2C genes, which are known to promote MuERVL expression (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017). Indeed, we observed the binding of HDAC4/5 to the *Dux* promoter region and the activation of *Dux* in *Pim3*^−/−^ ESCs (Figures 2E and S6C). Depletion of *Dux* partially rescued the activation of MuERVL in *Pim3*^−/−^ ESCs (Figure S6D), suggesting that there are other ways to activate MuERVL besides DUX. MuERVL is known to be repressed by H3K9me2 as well as H3K9me2 deposition enzymes G9A and GLP (Maksakova et al., 2013). Hence, we examined the enrichment of H3K9me1/2/3 on HDAC4/5 binding regions. Notably, H3K9me1 was strongly enriched on HDAC4 and HDAC5 binding peaks (Figures S6E and S6F). The H3K9me2/3 were also enriched on HDAC4 and HDAC5 binding peaks (Figures S6E and S6F). In agreement with the enrichment, we observed declining H3K9me1/2 levels, but not that of H3K9me3, after the simultaneous depletion of *Hdac4/5* (Figure 6F). Consistently, total H3K9ac level increased in the absence of HDAC4/5 (Figure 6F). The reduction of H3K9me1/2 was accompanied by the decreased binding of H3K9 methyltransferase G9A to MuERVL (Figure 6G), suggesting that HDAC4/5 affect G9A recruitment. We subsequently found that the levels of H3K9me1/2 declined in *Pim3*^−/−^ ESCs, but H3K9me3 level remained unaltered (Figure 6H). H3K9ac level was also elevated in *Pim3*^−/−^ ESCs (Figure 6H), which was consistent with the exportation of histone deacetylase HDAC4/5 from nucleus. Our ChIP-qPCR results further validated the increment of H3K9ac and the reduction of H3K9me1/2 on MuERVL in *Pim3*^−/−^ ESCs (Figures 6I–6K). Therefore, we conclude that the increment of H3K9ac and decrement of H3K9me1/2 on MuERVL following HDAC4/5 nuclear export may allow the activation of MuERVL in *Pim3*^−/−^ ESCs.

**Figure 6:**
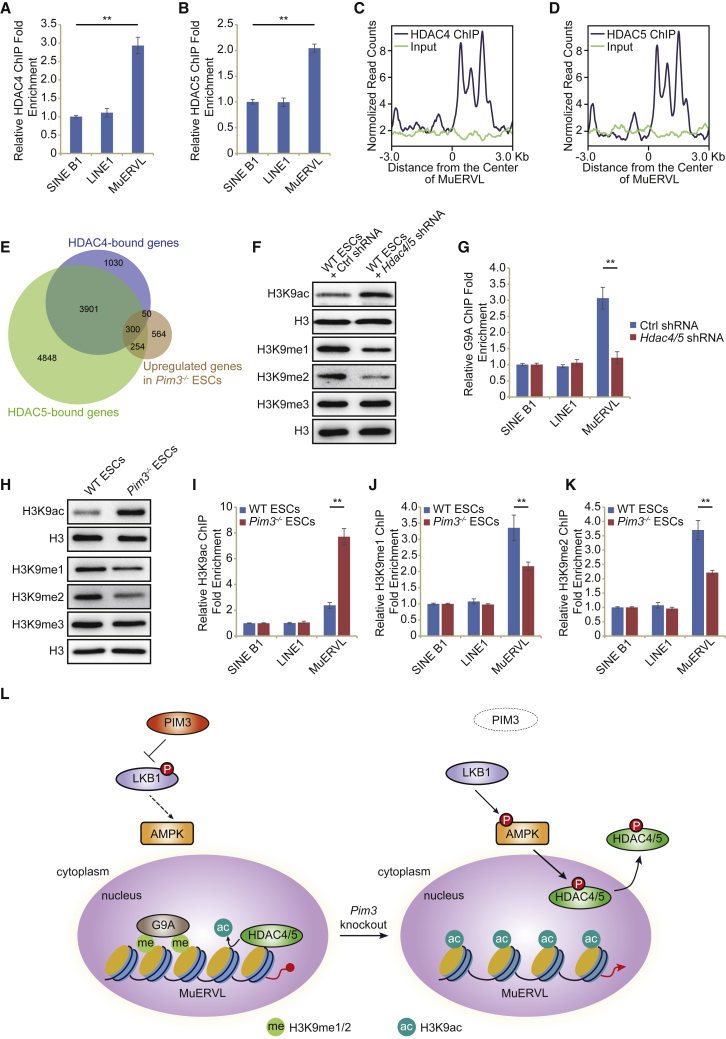
HADC4/5 repress MuERVL through H3K9me1/2 (A and B) ChIP-qPCR analysis of HDAC4 (A) and HDAC5 (B) binding on different retrotransposons. ChIP-qPCR data were normalized to input and that of the control region. (C and D) HDAC4 (C) and HDAC5 (D) binding profile around the center of MuERVL locus. The ChIP-seq signal was presented as normalized read counts. (E) The overlap between upregulated genes in *Pim*3^−/−^ ESCs and HDAC4/5 binding genes. (F) Western blot analysis of H3K9ac and H3K9me1/2/3 levels in WT ESCs expressing *Hdac4*/5 shRNA or control (Ctrl) shRNA. H3 was used as a loading control. (G) ChIP-qPCR analysis of G9A enrichment on MuERVL after shRNA depletion of *Hdac4/5* in ESCs. ChIP-qPCR data were normalized to input and SINE B1. (H) Western blot analysis of H3K9me1/2/3 and H3K9ac levels in WT and *Pim*3^−/−^ ESCs. H3 was used as a loading control. (I–K) ChIP-qPCR analysis of H3K9ac (I), H3K9me1 (J), and H3K9me2 (K) enrichment on MuERVL in WT ESCs and *Pim3*^−/−^ ESCs. ChIP-qPCR data were normalized to input and SINE B1. All ChIP-qPCR data in Figure 6 are biological triplicate data (n = 3 independent experiments) and are presented as mean ± SEM; ^∗∗^p < 0.01 in Student’s t test. (L) Schematic of PIM3 signaling pathway repressing 2C-like totipotent state in embryonic stem cells. PIM3 phosphorylates LKB1 and thereby inhibits its activity to phosphorylate AMPK, while hypo-phosphorylated HDAC4/5 remain in the nucleus to repress MuERVL and associated 2C-like state by deacethylating H3K9 and allowing G9A to deposit H3K9me1/2; in the absence of PIM3, *p*-AMPK phosphorylates HDAC4/5 and mediates their cytoplasmic localization, which promotes H3K9ac enrichment and H3K9me1/2 loss on MuERVL, and subsequent activation of MuERVL and 2C-like state from repression. The purple circle represents the nucleus. Dashed arrow: events that have not occurred.

## Discussion

In summary, we propose the following model that in the presence of PIM3, hypo-phosphorylated HDAC4/5 repress MuERVL. In the absence of PIM3, activated AMPK phosphorylates HDAC4/5 and mediates their cytoplasmic localization, thereby causing H3K9ac enrichment and depletion of H3K9me1/2 on MuERVL, and subsequently releasing MuERVL from transcriptional silencing (Figure 6L). It is noteworthy that the retinoic acid signaling pathway and the P53 pathway were recently found to activate the totipotent 2C-like state and MuERVL (Iturbide et al., 2021; Wang et al., 2021). Our study alternatively proves the PIM3 pathway as a suppressive signaling pathway of the 2C-like state in ESCs.

PIM kinases and their impacts on AMPK pathway have been previously reported in cancer cells and somatic cells (Beharry et al., 2011; Han et al., 2019). Consistently, we found that PIM3 was highly expressed among PIM kinases in ESCs (Figure S1A), and its loss triggered AMPK phosphorylation in ESCs (Figure 4H). In mouse embryonic fibroblasts with all of *Pim1/2/3* deleted, overexpression of *Pim3* alone can decrease AMPK activation (Beharry et al., 2011), implicating an important role of PIM3 in regulating AMPK activity. PIM may mediate AMPK activation through LKB1, as phosphorylation of AMPK (Thr172) was insensitive to PIM inhibitors in LKB1-deficient cell lines (Beharry et al., 2011; Hahn-Windgassen et al., 2005). Recently, it was found that PIM mediated LKB1 phosphorylation at Ser334, while LKB1 overexpression was able to rescue PIM inhibitor-caused enhanced AMPK phosphorylation in LKB1-deficient cells (Mung et al., 2021), confirming the role of LKB1 downstream of PIM to activate AMPK. LKB1-AMPK has recently been found to activate an embryonic diapause-like state by repressing mTOR (Hussein et al., 2020). In contrast, inhibition of AMPK hinders the formation of 4-cell embryos and blastocysts (He et al., 2020). The AMPK pathway is also linked to promoting *Nanog* expression during primed to naive state transition (Liu et al., 2021). These findings imply a potential role of AMPK in development and cell potency regulation. It was noticed that *Pim3* loss activated *Nanog*, which was similarly activated in ground state ESCs and expanded potential stem cells (Miyanari and Torres-Padilla, 2012; Silva et al., 2009; Yang et al., 2017). Thus, it is possible that PIM3-downstream AMPK is involved in the potency regulation of other alternative ESC states.

Histone deacetylases HDAC1/2, which are ubiquitously expressed nucleus-localized class I HDACs (Dokmanovic et al., 2007), cooperate with other epigenetic repressors to silence MuERVL and 2C-like state (Guallar et al., 2018; Macfarlan et al., 2011; Yang et al., 2020). However, the deletion of *Hdac1* alone does not induce activation of MuERVL but activates the expression of RLTR45 (Reichmann et al., 2012), implying that HDAC1 may not be the only repressor of MuERVL, and other HDACs may participate in the repression of MuERVL. In complement to previous findings, we identified class IIa HDACs HDAC4/5 as repressors of MuERVL. Different from class I HDACs, class IIa HDACs are known for their ability to shuttle between cytoplasm and nucleus (Dokmanovic et al., 2007), thereby regulating tissue-specific gene expression. Since MuERVL is considered to be a specific 2C marker, its regulation by class IIa HDACs may represent an ESC-specific regulation of 2C-like state. Rather than acting as constitutive repressors, class IIa HDACs HDAC4/5 were exploited by PIM3-AMPK signaling to allow ESCs to enter and exit the 2C-like state dynamically.

Histone deacetylases facilitate the formation of heterochromatin by catalyzing the removal of histone acetylation and allowing the spread of silencing heterochromatin marks such as H3K9 methylation (Allshire and Madhani, 2018). As members of histone deacetylases, HDAC4/5 are able to remove histone actylation of H3K9 and H3K27 (Di Giorgio et al., 2020, 2021; Hou et al., 2020). Consistently, we observed a global increment of H3K9ac after the depletion of both *Hdac4* and *Hdac5* (Figure 6F). This was accompanied by the reduced association of G9A on MuERVL (Figure 6G). Consistently, *Pim3* loss and its associated HDAC4/5 nuclear exportation caused a similar phenotype that the enrichment of H3K9ac increased and H3K9me1/2 declined on MuERVL (Figures 6I–6K). Given that H3K9ac and H3K9me1/2 cannot exist at the same time, it is possible that HDAC4/5-mediated removal of H3K9ac on MuERVL facilitates the deposition of H3K9me1/2 by G9A. In addition, HDAC4 was reported to interact with another histone methyltransferase SUV39H1 (Hohl et al., 2013). The observation that the HDAC complexes contain H3K9 methyltransferases further substantiates this hypothesis (Nakayama et al., 2001).

In conclusion, our study demonstrates that PIM3 represses MuERVL and 2C-like state via AMPK by impeding the phosphorylation and nuclear export of HDAC4/5. Our insights into the role of the PIM3-AMPK-HDAC4/5 axis provide a way to control the 2C-like totipotent state through altering ESC external signaling pathways.

## Experimental procedures

### Cell culture and treatment of small molecules

Mouse E14 and J1 ESCs were cultured on a 12-well tissue culture plate (353043, Falcon) coated with 0.2% gelatin (G1890, Sigma) in standard serum culture conditions supplemented with 1,000 U/mL LIF (Z03077, GenScript). Small molecules were used to treat ESCs for 48 h with the concentration indicated in Table S1.

### Gene knockdown and gene overexpression

For gene knockdown, shRNAs were cloned into the pSuper-puro plasmid, respectively. For the knockdown of *Hdac4* and *Hdac5* at the same time, both *Hdac4* shRNA and *Hdac5* shRNA were cloned into the same pSuper-puro plasmid. ESCs were selected for 72 h with 1 μg/mL puromycin. The transfections were performed using Polyjet transfection reagent (SL100688, SignaGene) according to the manufacturer’s protocol. For gene overexpression, pCAG-3HA-*Hdac4* or *Hdac5* was transfected into WT ESCs or *Pim3*^−/−^ ESCs, which were selected with 800 μg/mL hygromycin B for 2 weeks. The shRNA sequences of the target genes in this study are shown in Table S2.

### Generation of *Pim3*-deficient ESC lines

*Pim3* was knocked out by CRISPR-CAS9 in ESCs. In brief, single guide RNAs (sgRNAs) targeting two distinct regions of the *Pim3* exons were cloned into the PX458 plasmid (Addgene #48138). 

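Pim3 (ENSMUSG00000035828.11) lies on chromosome 15 of GRCm38 from 88862186 to 88865726, on the plus strand, in 6 exons that make a transcript of 2427 bases. sgRNA1 is printed in the paper as CAATTGTGGGGTCGTGCACC, which matches the plus strand in exon 4 from 88863418 to 88863437, within the coding sequence. The 3 bases before it are CCA, so that the guide reads GGTGCACGACCCCACAATTG on the minus strand with the PAM TGG, and cleavage 3 bases from the PAM falls after 88863420. The surrounding plus strand reads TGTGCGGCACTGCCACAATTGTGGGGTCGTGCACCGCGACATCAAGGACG. sgRNA2 is printed as GCAGCTTATTGAGTGGTGTCT and matches exon 6 from 88864582 to 88864602, also in the coding sequence. It reads AGACACCACTCAATAAGCTGC on the minus strand, again with the PAM TGG, and cleavage falls after 88864584. The surrounding sequence is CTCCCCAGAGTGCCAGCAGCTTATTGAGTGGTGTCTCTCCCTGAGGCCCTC. Between the sites lie 1164 genomic bases, of which 315 are in the transcript, while the other 2112 bases of the transcript lie outside them. The forward qPCR primer, AAGGACACGGTCTACACTGAC, matches exon 4 from 88863521 to 88863541, between the sites. The reverse primer, GACACCACTCAATAAGCTGCT, matches exon 6 from 88864581 to 88864601 and shares 20 bases with the sgRNA2 site. Counts per gene add up reads on all exons, so they measure what lies outside the sites as well, whereas the qPCR product lies between the sites up to its reverse primer.

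**Figure D4:**
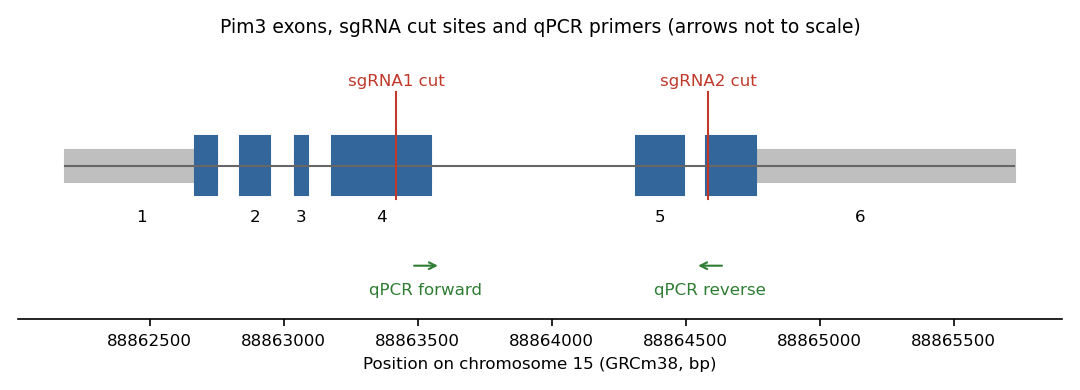
Exons of Pim3 (boxes, numbered 1 to 6; tall and blue, coding; low and grey, untranslated) on chromosome 15 of GRCm38, in bp. Vertical lines mark the cleavage sites of sgRNA1 in exon 4 and sgRNA2 in exon 6, and arrows the qPCR primers, which lie in the same exons.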

ESCs were transfected with *Pim3* knockout plasmid by Polyjet for 72 h. Genomic DNA was extracted, and PCR was performed to detect mutation sites using primers flanking sgRNA target regions. Both western blot and DNA sequencing were used to confirm gene knockout. The sequences of sgRNAs and validation primers are shown in Table S2.

### RNA purification and qPCR

The total RNA was isolated from ESCs using RNAiso Plus (9109, TaKaRa). DNase I was used to remove DNA contamination. cDNA was synthesized using 1 μg total RNA with HifairIII First Strand cDNA Synthesis Kit (11139ES60, Yeasen) in RNase-free tube (404001, NEST Biotechnology). Hieff qPCR SYBR Green Master Mix (11202ES08, Yeasen) was used for qPCR on CFX384 Real-Time System (Bio-Rad). The sequences of the primers are shown in Table S2.

### Western blot analysis

ESCs were trypsinized, washed with PBS, and lysed for 30 min on ice in RIPA buffer supplemented with PMSF. Proteins were loaded onto SDS-PAGEs and were transferred to 0.45 μm PVDF membranes, which were blotted with primary antibodies overnight at 4°C (Table S3), followed by incubation with horseradish peroxidase (HRP)-labeled anti-rabbit IgG (sc-2004, Santa Cruz) or anti-mouse IgG (sc-516102, Santa Cruz) for imaging. For phosphorylated protein samples, phosphatase inhibitors (P1081, Beyotime) and protease inhibitors (B14001, Bimake) were added during SDS-PAGE analysis. All western blot results were done at least twice.

### RNA-seq and data analysis

Total RNA was extracted from two biological samples of WT ESCs and two clones of *Pim*3^−/−^ ESCs (clone 1 and clone 2) in RNAiso Plus. Total 4 μg RNA was used for RNA-seq by GENEWIZ. Cutadapt was used to remove adapter sequences and low-quality reads. Hisat2 was used to map RNA-seq data to mm10 genome assembly. Genes were annotated according to the Ensembl database. TEs were annotated according to UCSC Genome Browser (RepeatMasker). The KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis was performed using the RDAVID Web Service. The gene set enrichment analysis (GSEA) of 2C genes and TSC genes was done with gseapy. The Remove Batch Effect function in LIMMA package was used to normalize expression matrix of different experimental groups for PCA clustering analysis.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation assays were performed as described. ESCs cross-linked with 1% formaldehyde were lysed and sonicated. After sonication, the DNA fragments were incubated overnight with the appropriate amount of antibody-loaded (Table S3) protein G MagBeads (L00274, GenScript). The chromatin samples were then eluted and decrosslinked. Immunoprecipitated DNA and input DNA were subjected to qPCR analysis. The gene-specific primers are listed in Table S2.

### ChIP-seq and data analysis

At least 2 ng of ChIP DNA was used for ChIP-seq library preparation. The ChIP-seq libraries were constructed with ATseq kit according to the manufacturer’s protocols and were sequenced by Novogene Corporation. For ChIP-seq data analysis, the adapter sequences and reads with Phred score < 5 were removed with Cutadapt, and the data were mapped to the mouse mm10 genome assembly using Bowtie2. ChIP-seq signal enrichment, signal heatmaps, and line plots were generated by Deeptools. HDAC4 and HDAC5 binding peaks were predicted by Macs2. The centers of MuERVL were inferred from RepeatMasker.

### Extraction of cytoplasmic and nuclear proteins

Cytoplasmic and nuclear extracts were performed as previously described. In brief, ESCs (2 × 10^6^ cells) were harvested and lysed in 200 μL lysis buffer containing protease inhibitors for 5 min on ice. The supernatant after centrifugation was collected as the cytoplasmic extract, and the precipitate was used as the nuclear extract. The nuclear proteins were extracted with RIPA buffer supplemented with PMSF. The cytoplasmic and nuclear extracts were loaded onto SDS-PAGE and analyzed by western blot.

### Statistics

qPCR results and summary of flow cytometry results were analyzed by the two-sided Student’s t test in Microsoft Excel. Significant differences were defined as ^∗^p < 0.05 or ^∗∗^p < 0.01. The Wald test was used to determine differentially expressed genes and TEs. The Kolmogorov-Smirnov statistic was used in GSEA analysis to determine false discovery rate and p value.

## Author contributions

Conceptualization: X.L.; methodology: X.L., Xin Zhao, and J.S.; investigation: Xin Zhao, J.S., M.Z., and W.Z.; visualization: Xin Zhao, J.S., Xuan Zhao, and X.F.; supervision: X.L.; writing: X.L., Xin Zhao, J.S., and Xuan Zhao.

## Data Availability

The sequencing datasets produced in this study are available in the Gene Expression Omnibus (GEO) database: RNA-seq data after *Pim3* deletion, GEO: GSE178129, and ChIP-seq data for HDAC4 and HDAC5, GEO: GSE178130. Published data analyzed in this study are available in GEO under accession numbers GSE121451 (RNA-seq after *Dux* induction) (Fu et al., 2019), GSE133234 (RNA-seq after *Dux* withdrawal) (Fu et al., 2020), GSE54412 (H3K9me1/2 ChIP-seq) (Liu et al., 2015), and GSE77440 (H3K9me3 ChIP-seq) (Riso et al., 2016).

# Supplementary material for: PIM3-AMPK-HDAC4/5 axis restricts MuERVL-marked 2-cell-like state in embryonic stem cells
**Source:** Stem Cell Reports. 2022 Sep 22;17(10):2256–71. doi: 10.1016/j.stemcr.2022.08.009
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S3

**Stem Cell Reports, Volume 17**

**Supplemental Information**

**PIM3-AMPK-HDAC4/5 axis restricts MuERV1-marked 2-cell-like state in embryonic stem cells**

**Xin Zhao, Jian Shen, Xuan Zhao, Miao Zhang, Xiao Feng, Weiyu Zhang, and Xinyi Lu**

**Supplemental information**

**PIM3-AMPK-HDAC4/5 axis restricts MuERVL-marked  
2-cell-like state in embryonic stem cells**

Xin Zhao, Jian Shen, Xuan Zhao, Miao Zhang, Xiao Feng, Weiyu Zhang, Xinyi Lu

## SUPPLEMENTAL FIGURES

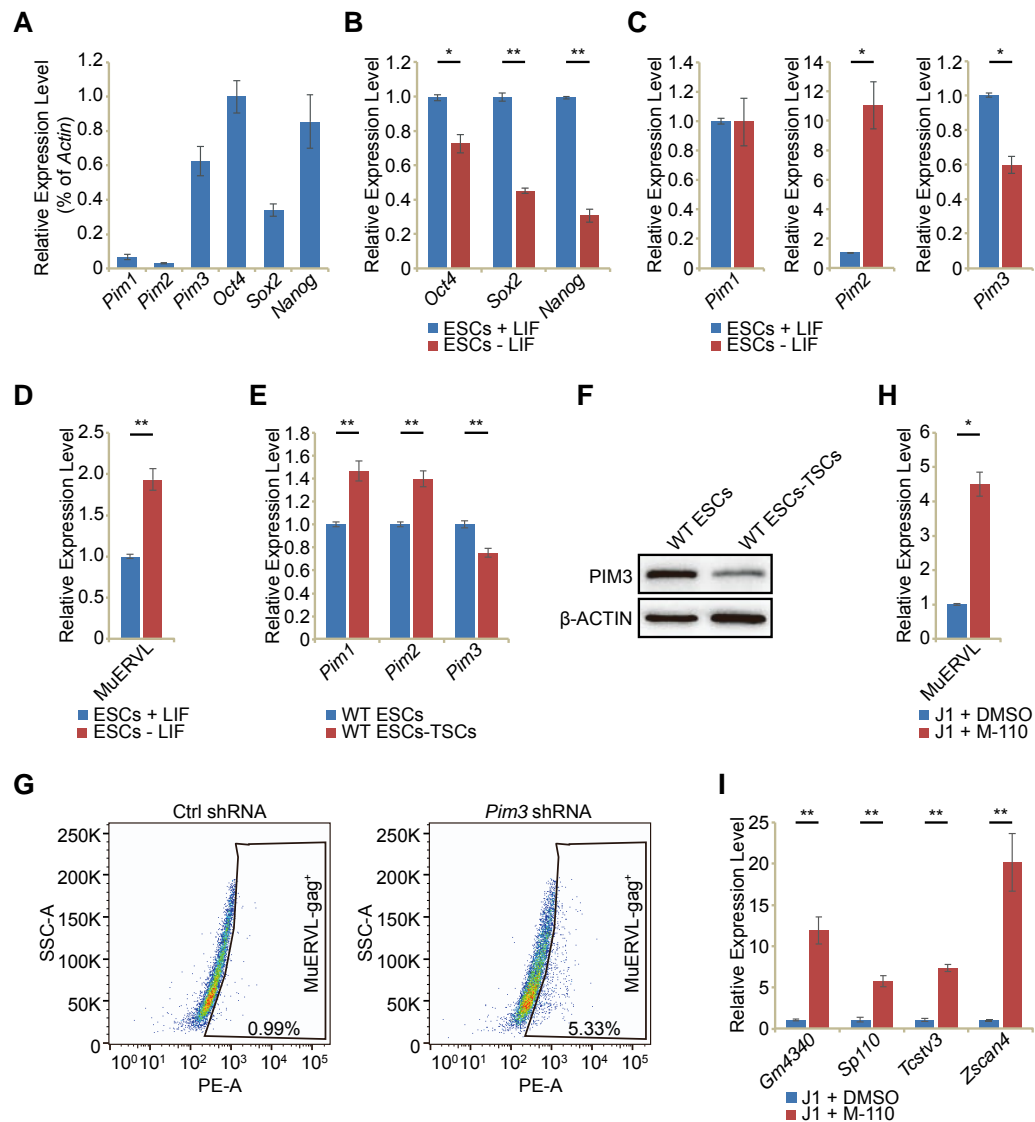

**Figure S1. *Pim3* expression and validation of *Pim3* function, related to Figure 1.**

- (A) qPCR analysis of PIM kinases and pluripotency genes expression in ESCs. Data are shown as mean  $\pm$  standard error of the mean (s.e.m.) of three independent experiments (n = 3).
- (B) qPCR analysis of pluripotency genes (*Oct4*, *Sox2* and *Nanog*) expression in ESCs differentiation induced by LIF withdrawal. ESCs cultured in the presence of LIF (ESCs + LIF) were used as a control. The data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (C) The expression levels of PIM kinases in ESCs before and after LIF-withdrawal induced differentiation, as measured by RT-qPCR. Data are shown as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (D) The expression level of MuERV1 in ESCs before and after LIF-withdrawal induced differentiation, as measured by RT-qPCR. Data are shown as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (E) qPCR analysis of the expression of PIM kinases in WT ESCs differentiated into TSCs. Data are shown as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (F) Western blot analysis of PIM3 protein after directed differentiation of WT ESCs towards TSCs.  $\beta$ -

ACTIN was used as a loading control.

- (G) Flow cytometry scatter diagram analysis of the MuERV<sub>L</sub>-gag<sup>+</sup> population in ESCs treated with control (Ctrl) shRNA or *Pim3* shRNA.
- (H) qPCR analysis of the expression of MuERV<sub>L</sub> in J1 ESCs treated with M-110 or DMSO. DMSO treated samples were included as controls. Data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (I) qPCR analysis of the expression of 2-cell embryo genes in J1 ESCs treated with M-110 or DMSO. Data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments). \**p* < 0.05, \*\**p* < 0.01 in Student's *t*-test.

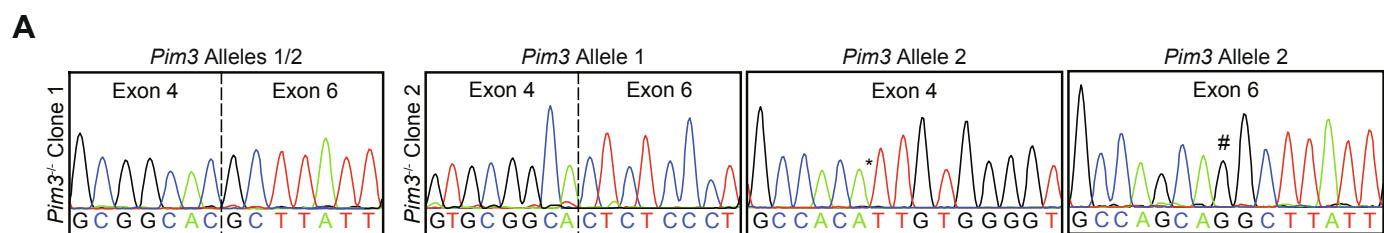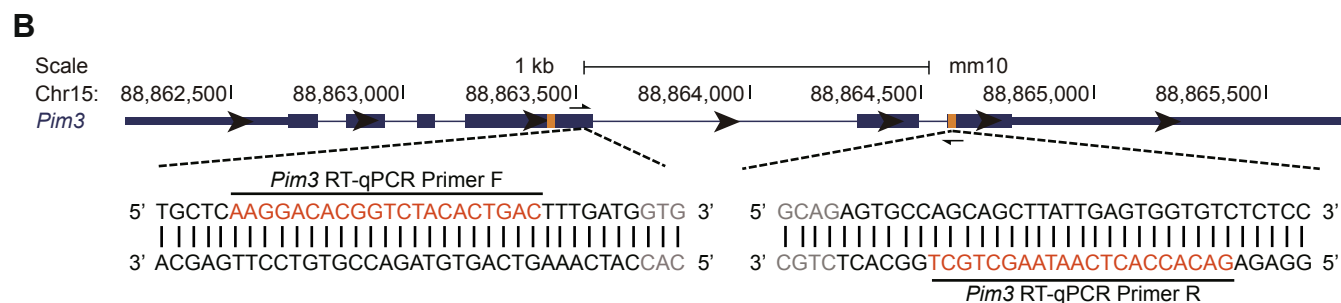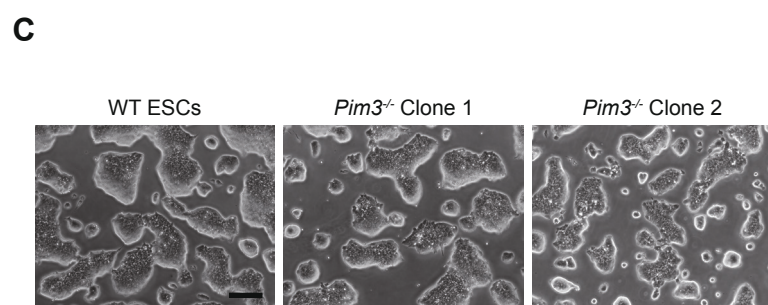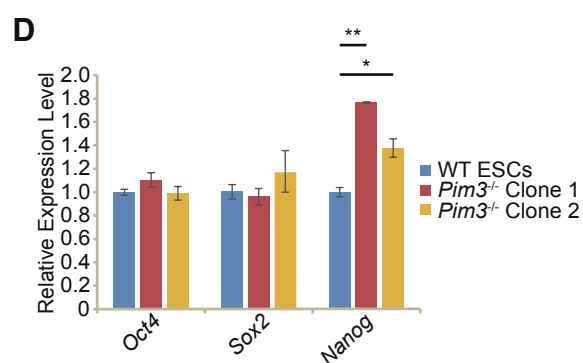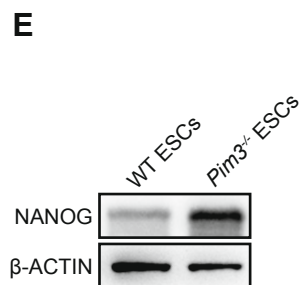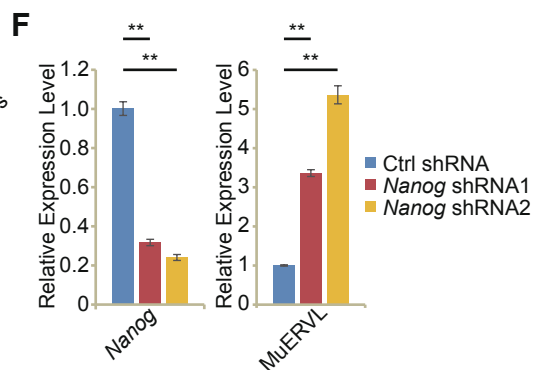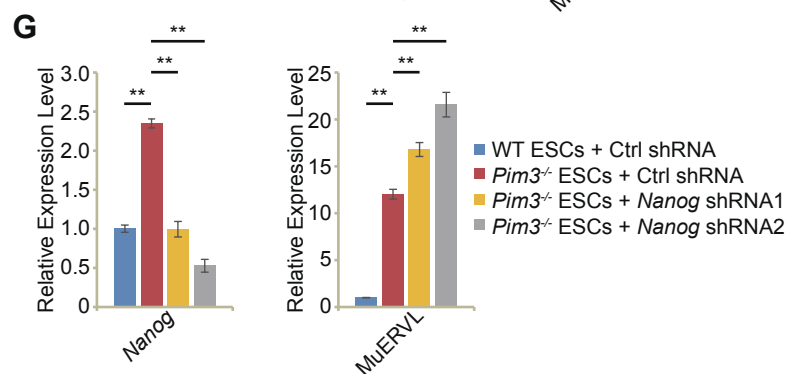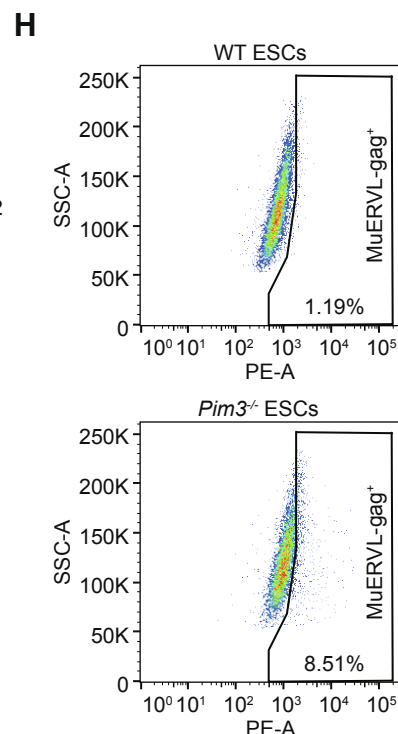

**Figure S2. Confirmation of *Pim3* knockout in ESCs, related to Figure 2.**

- (A)** DNA sequencing results of mutation sites in two *Pim3*<sup>-/-</sup> ESC clones. The asterisk indicates the deletion of a base at this location. The hash indicates the insertion of a base at this location.
- (B)** Schematic of the location of *Pim3* RT-qPCR primers. The sgRNA target sequences on exon 4 and exon 6 of *Pim3* are highlighted in orange. The grey letters represent intron sequences.
- (C)** Cell morphology of WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Scale bar, 100  $\mu$ m.
- (D)** qPCR analysis of the expression of pluripotency markers in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Biological triplicate data (n = 3 independent experiments) are presented as mean  $\pm$  s.e.m.
- (E)** Western blot analysis of NANOG protein in WT ESCs and *Pim3*<sup>-/-</sup> ESCs.  $\beta$ -ACTIN was used as a loading control.
- (F)** qPCR analysis of the expression of *Nanog* and MuERVL after the depletion of *Nanog* in WT ESCs. Data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments).
- (G)** qPCR analysis of the expression of *Nanog* and MuERVL after the depletion of *Nanog* in *Pim3*<sup>-/-</sup> ESCs. Data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments). \**p* < 0.05, \*\**p* < 0.01 in Student's *t*-test.
- (H)** Flow cytometry analysis of the MuERVL-gag<sup>+</sup> population within WT ESCs or *Pim3*<sup>-/-</sup> ESCs.

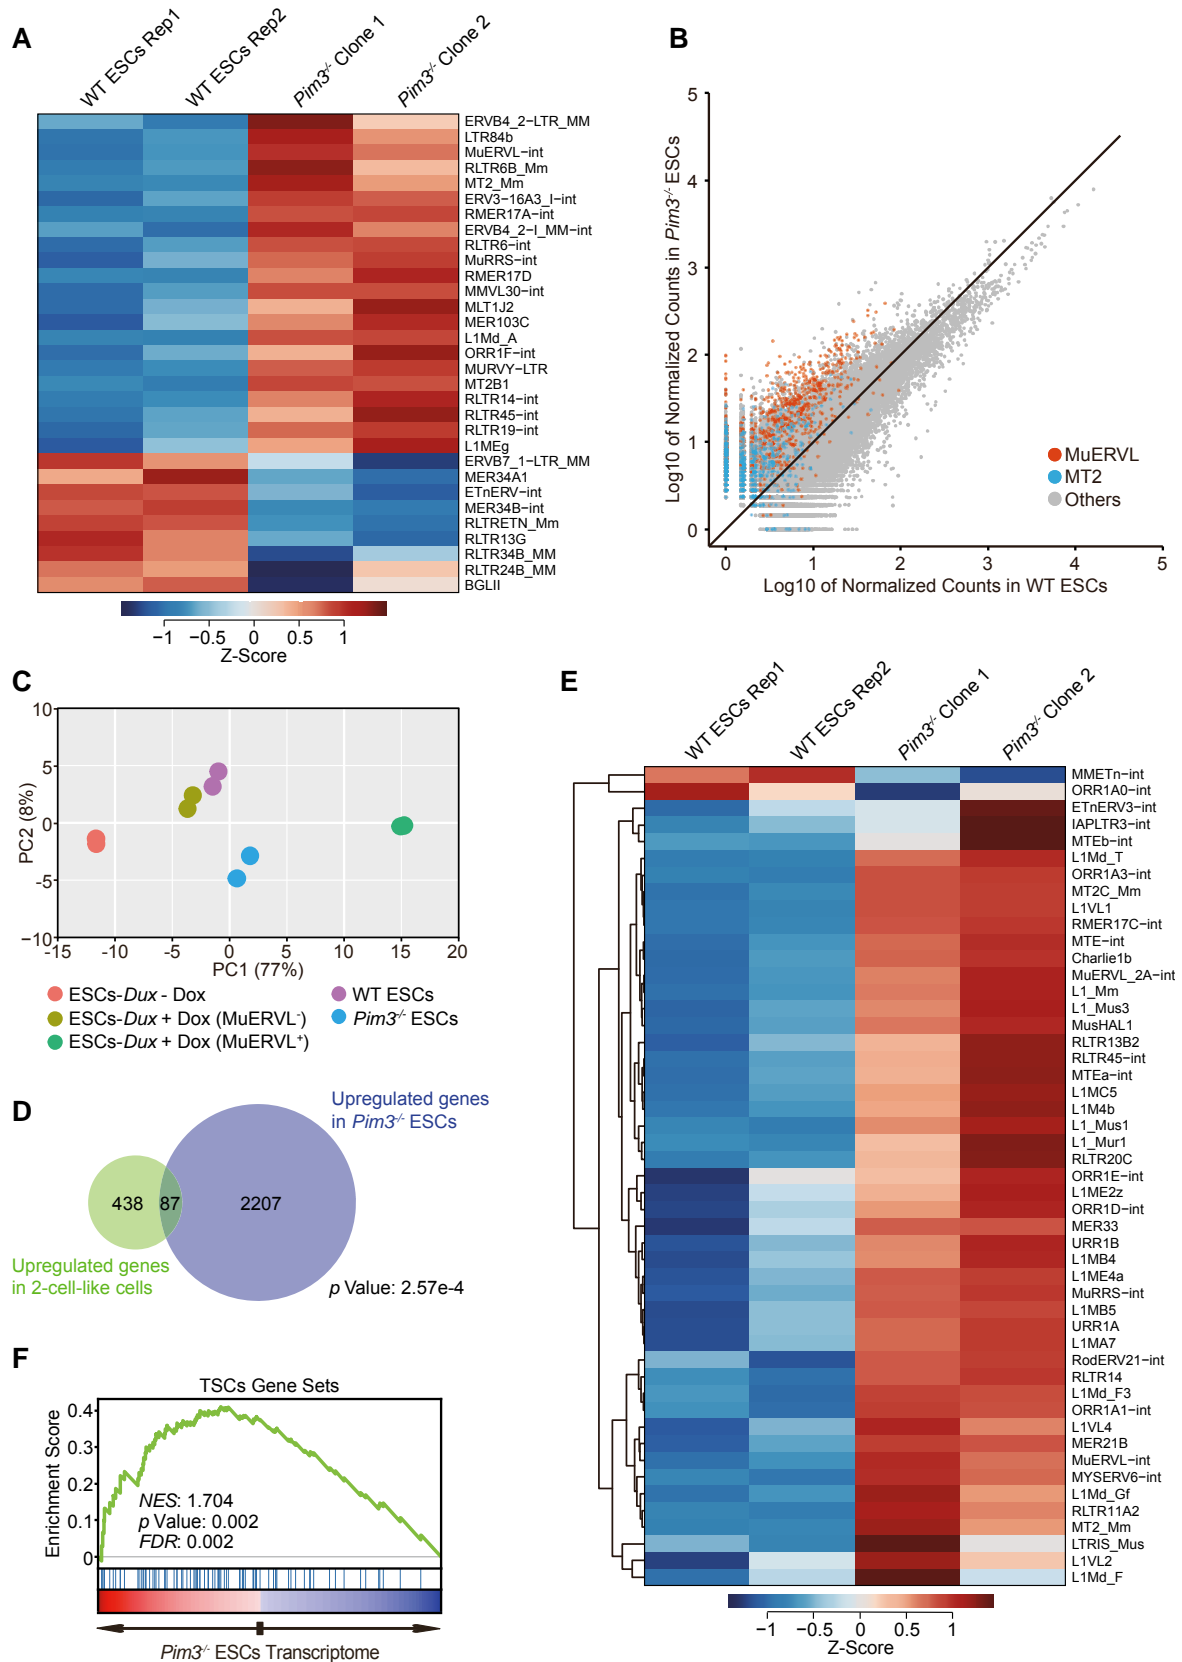

**Figure S3. Transition of *Pim3*<sup>-/-</sup> cells towards 2-cell-like cells, related to Figure 3.**

- (A)** Expression heatmap of selected retrotransposons after *Pim3* knockout (fold change  $\geq 2$ ; Wald test, adjusted  $p < 0.05$ ).
- (B)** Dot plot of all TEs in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Red dots represent MuERVL; blue dots represent MT2.
- (C)** Principal component analysis (PCA) based on gene expression in WT ESCs, *Pim3*<sup>-/-</sup> ESCs and Dox-induced *Dux*-driving the entry of ESCs to 2C-like cells (MuERVL<sup>+</sup>). WT, wild type. -, negative, +, positive.
- (D)** Venn diagram showing overlapped number between upregulated genes in *Pim3*<sup>-/-</sup> ESCs and genes enriched in 2-cell-like cells (fold change  $\geq 1.5$ ; Wald test, adjusted  $p < 0.05$ ).
- (E)** Expression heatmap of retrotransposons that up-regulated in 2-cell embryos after *Pim3* knockout. List of retrotransposons that were activated in 2-cell embryos was referenced from Macfarlan et al., 2012.
- (F)** GSEA of TSC genes in the transcriptome of *Pim3*<sup>-/-</sup> ESCs. Red, up-regulated genes; blue, down-regulated genes; *NES*, normalized enrichment scores; *FDR*, false discovery rate.

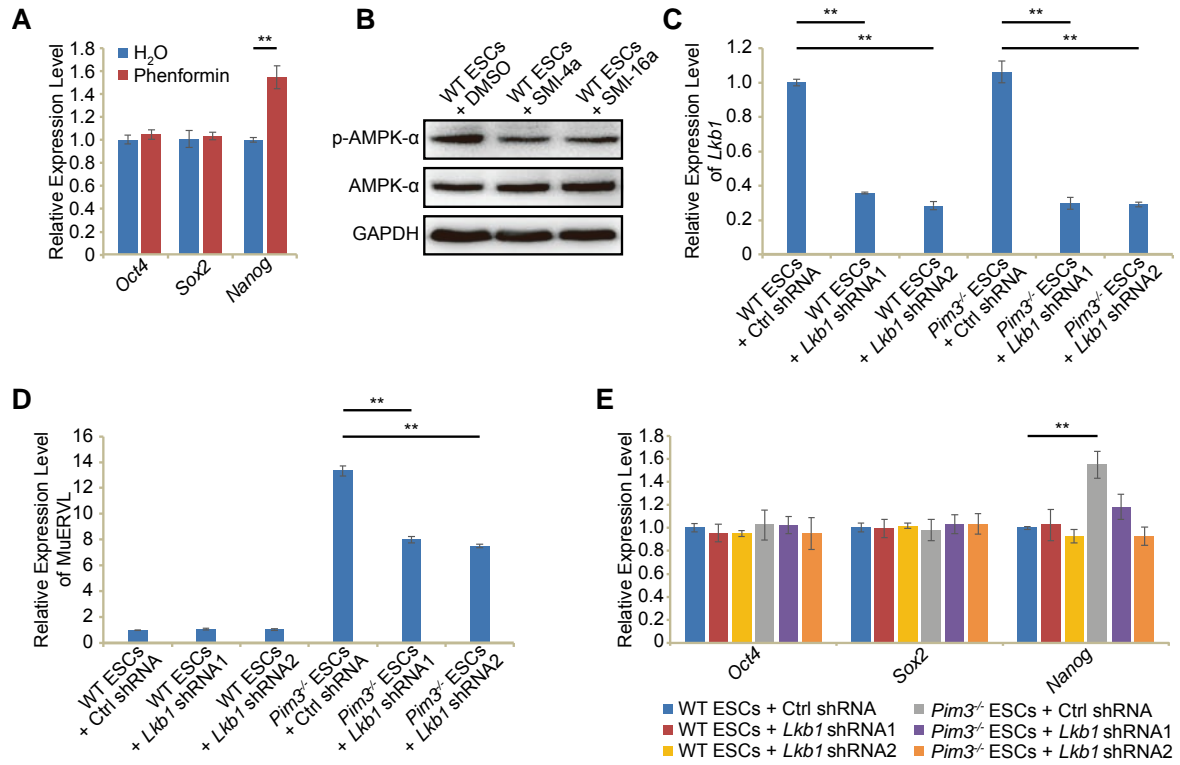

**Figure S4. Rescue phenotype of *Pim3*<sup>-/-</sup> ESCs by *Lkb1* depletion, related to Figure 4.**

- (A) qPCR analysis of the expression of pluripotency markers in control ESCs and ESCs treated with 1.5 mM phenformin. Data are presented as mean ± s.e.m. (n = 3 independent experiments).
- (B) Western blot analysis of p-AMPK-α and AMPK-α in WT ESCs treated with SMI-4a or SMI-16a. DMSO-treated sample was included as a control. GAPDH was used as a loading control.
- (C) qPCR analysis of the expression of *Lkb1* after *Lkb1* depletion in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Data are presented as mean ± s.e.m. (n = 3 independent experiments).
- (D) qPCR analysis of the expression of MuERV1 after *Lkb1* depletion in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Data (n = 3 independent experiments) are presented as mean ± s.e.m.
- (E) qPCR analysis of the expression of pluripotency markers after *Lkb1* depletion in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. Data (n = 3 independent experiments) are presented as mean ± s.e.m. \*\*p < 0.01 in Student's *t*-test.

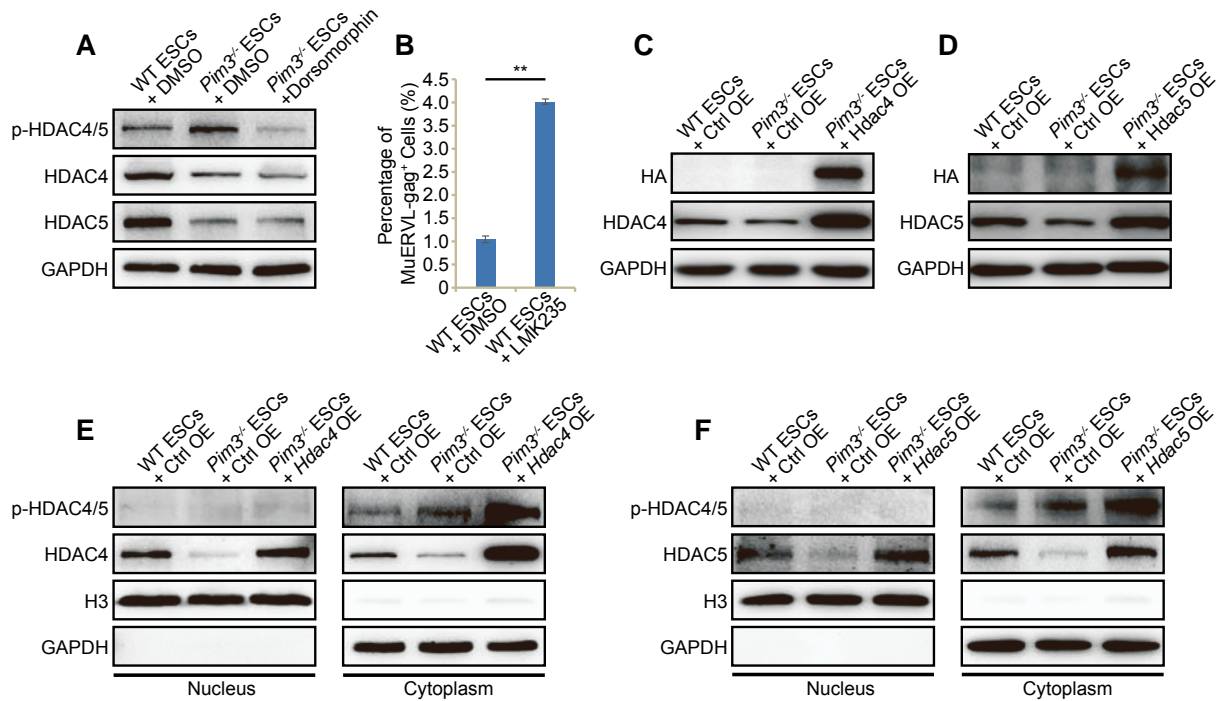

**Figure S5. Overexpression of *Hdac4/5* in *Pim3*<sup>-/-</sup> ESCs, related to Figure 5.**

- (A) Western blot analysis of HDAC4/5 and p-HDAC4/5 levels in *Pim3*<sup>-/-</sup> ESCs treated with dorsomorphin. DMSO treated samples were included as a control. GAPDH was used as a loading control.
- (B) Flow cytometry analysis of the MuERV1-gag<sup>+</sup> population in WT ESCs treated with DMSO and LMK-235 respectively. DMSO-treated sample was included as control. Data are presented as mean  $\pm$  s.e.m. (n = 3 independent experiments). \*\**p* < 0.01 in Student's *t*-test.
- (C) Immunoblot analysis of the expression of HDAC4 after overexpression of *Hdac4* in *Pim3*<sup>-/-</sup> ESCs. GAPDH was included as a loading control.
- (D) Immunoblot analysis of the expression of HDAC5 after overexpression of *Hdac5* in *Pim3*<sup>-/-</sup> ESCs. GAPDH was included as a loading control.
- (E) Western blot analysis of HDAC4 and p-HDAC4/5 expression after *Hdac4* overexpression (OE) in the nucleus and cytoplasm of *Pim3*<sup>-/-</sup> ESCs. GAPDH was used as a loading control to the cytoplasm. H3 was used as a loading control to the nucleus.
- (F) Western blot analysis of HDAC5 and p-HDAC4/5 expression after *Hdac5* overexpression (OE) in the nucleus and cytoplasm of *Pim3*<sup>-/-</sup> ESCs. GAPDH was used as a loading control to the cytoplasm. H3 was used as a loading control to the nucleus.

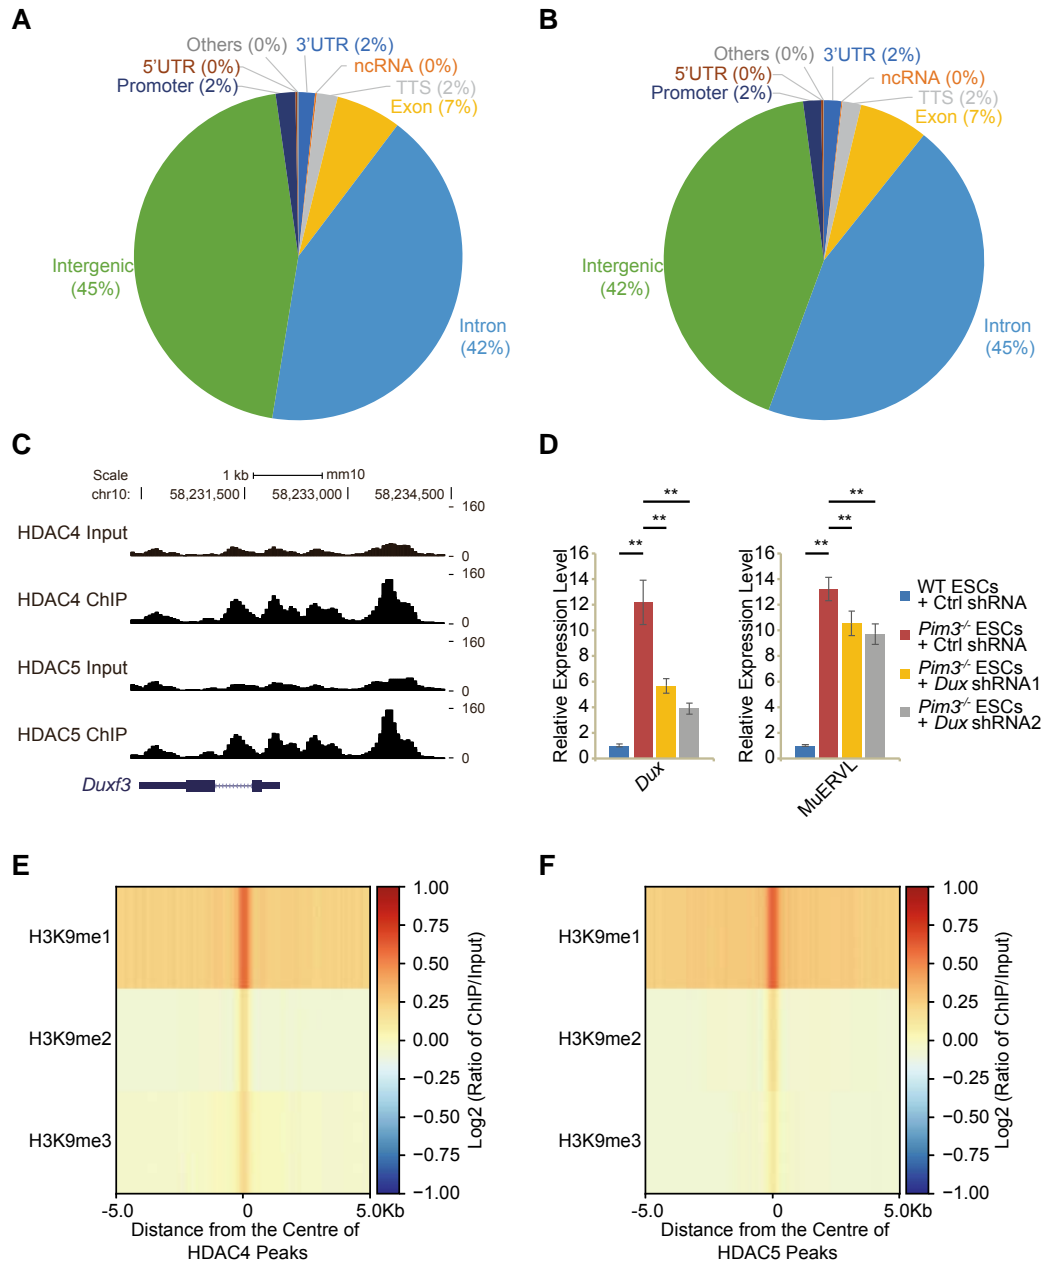

**Figure S6. Enrichment of H3K9 methylation on HDAC4/5 binding regions, related to Figure 6.**

**(A-B)** Locations of HDAC4 (A) and HDAC5 (B) peaks relative to the nearest transcription units (promoter, -1 kb to +100 bp around transcriptional start sites). Homer was used to annotate the location of peaks in terms of important genomic features.

**(C)** ChIP-seq tracks for the enrichment of HDAC4 and HDAC5 on *Dux* promoter region in WT ESCs.

**(D)** qPCR analysis of the expression of *Dux* and *MuERV1* after the depletion of *Dux* in *Pim3*<sup>-/-</sup> ESCs. Data are presented as mean ± s.e.m. (n = 3 independent experiments). WT, wild type; \*\*p < 0.01 in Student's *t*-test.

**(E-F)** The heatmaps of published H3K9me1/2/3 enrichment on HDAC4 (E) and HDAC5 (F) binding peaks in wild type ESCs after normalization of ChIP-seq signal against input. H3K9me1/2 ChIP-seq data in WT ESCs were obtained from GSE54412; H3K9me3 ChIP-seq data in WT ESCs were obtained from GSE77440.

## SUPPLEMENTAL TABLES

**Table S1. Small molecule inhibitors/activators used in the manuscript.**

| Name         | Function               | Catalog Number           | Final concentration |
|--------------|------------------------|--------------------------|---------------------|
| SMI-4a       | PIM1 inhibitor         | S47174, MedMol           | 10 $\mu$ M          |
| SMI-16a      | PIM1/2 inhibitor       | S6497, Selleck Chemical  | 10 $\mu$ M          |
| M-110        | PIM3 inhibitor         | HY-12830, MedChemExpress | 2 $\mu$ M           |
| SB203580     | MAPK inhibitor         | 20200210, Xiyashiji      | 15 $\mu$ M          |
| PD0325901    | ERK inhibitor          | T6189, TargetMol         | 1 $\mu$ M           |
| Rapamycin    | mTORC1 inhibitor       | S115842, Aladdin         | 100 nM              |
| Phenformin   | AMPK activator         | S2542, Selleck Chemical  | 1.5 mM              |
| Dorsomorphin | AMPK inhibitor         | T1977, TargetMol         | 1 $\mu$ M           |
| CHIR-99021   | GSK3 $\beta$ inhibitor | IWN1011, GeneOperation   | 3 $\mu$ M           |
| LMK-235      | HDAC4/5 inhibitor      | T6061, TargetMol         | 3 $\mu$ M           |

**Table S2. Sequences of primers, shRNAs and gRNAs used in the manuscript.**

| Gene            | Sequence F                     | Sequence R                   |
|-----------------|--------------------------------|------------------------------|
| <i>Pim1</i>     | CTGGAGTCGCAGTACCAGG            | CAGTTCTCCCCAATCGGAAATC       |
| <i>Pim2</i>     | TTCAGCGGGCTCAATATACGC          | CCAAGTCGGTATTCGGCCTC         |
| <i>Pim3</i>     | AAGGACACGGTCTACACTGAC          | GACACCACTCAATAAGCTGCT        |
| <i>Oct4</i>     | GTGGAAAGCAACTCAGAGG            | GGTTCACCTTCTCCAAC            |
| <i>Sox2</i>     | GCGGAGTGGAACCTTTGTCC           | CGGGAAGCGTGTACTTATCCTT       |
| <i>Nanog</i>    | TTGCTTACAAGGGTCTGCTACT         | ACTGGTAGAAGAATCAGGGCT        |
| MuERV1          | CTCTACCACTTGGACCATATGAC        | GAGGCTCCAAACAGCATCTCTA       |
| MER89           | AAGCTTTCCCACTCCTCTGC           | CCAAATGAGAACAAGCAAAG         |
| RLTR1B-int      | AAGAATTTTCTTGCTTGCCTTG         | TAAAGAGGCTCAGCTGTGTCAG       |
| RLTR6           | AGTCCCCAGAAACTCACGTA           | CTCGAAACCCTCAGCTTACC         |
| RLTR45-int      | CAAGGTTTAAATGCACAAGCAA         | GATACCACCAAGTTCCTGCTTC       |
| IAPEY-LTR       | TCGGGGTGTAATAGTGGGGT           | CGGCAAGAAAGACGCAACAA         |
| ERVB4-2-LTR     | ACCTTGACCTTTCTCAATACAT         | GACCTCCTCCTAATAACCAAATG      |
| MT2B2           | GTACACACCTTTAATCTGGGCC         | CAACTAACCCAACAATGGTCAG       |
| LINE1           | GGACCAGAAAAGAAATTCCTCCCG       | CTCTTCTGGCTTTCATAGTCTCTGG    |
| SINE B1         | GTGGCGCACGCCTTTAATC            | GACAGGGTTTCTCTGTGTAG         |
| major satellite | GACGACTTGAAAAATGACGAAATC       | CATATTCCAGGTCCTTCAGTGTGC     |
| MuERV1-int      | ACCAGTTGCAGAAACGAGGA           | GCCACTACAATCCACCCCTT         |
| <i>Dux</i>      | CACTCGACTCACCTCGCTAC           | CCATCCGACCCTTGTGACG          |
| <i>Gm4340</i>   | TTGTTGGGAATTTGGCTGCC           | CATGGGTGAAAGCTGGCCTA         |
| <i>Sp110</i>    | ATGAAGGTGAACATCGCCTATG         | GGACAGAGGGACCAGATTTTG        |
| <i>Spz1</i>     | CCCTTGCAAACCTTGGTACC           | TTGGGGAGCCTTTTGATGAT         |
| <i>Tcstv3</i>   | GATCCTGCATCTTATAGTGCCA         | TGACTTCTCACTTCTGGCG          |
| <i>Zfp352</i>   | AAGTCCCATCTGAAGAAACAC          | GGGTATGAGGATTCACCCACA        |
| <i>Zscan4</i>   | GAGATTCATGGAGAGTCTGACTGATGAGTG | GCTGTTGTTTCAAAAGCTTGATGACTTC |
| <i>Lkb1</i>     | TTGGGCCTTTTCTCCGAGG            | CAGGTCCCCCATCAGGTACT         |
| <i>Hdac4</i>    | CACTGCATTTCCAGCGATCC           | AAGACGGGGTGGTTGTAGGA         |
| <i>Hdac5</i>    | AGCACCGAGGTAAAGCTGAG           | GCTGTGGGAGGGAATGGTT          |
| <i>Gapdh</i>    | AGAAACCTGCCAAGTATGATGAC        | GTCATTGAGAGCAATGCCAG         |
| <i>Actb</i>     | GGCTGTATTCCCCTCCATCG           | CCAGTTGGTAACAATGCCATGT       |
| Gene            | shRNA Sequence                 | guide RNA (gRNA) Sequence    |
| <i>Pim1</i>     | GCAAGACCTCTTCGACTTT            | <i>Pim3</i> sgRNA 1          |
| <i>Pim2</i>     | AGGACCAGCATGAAGCCTT            | CAATTGTGGGGTCGTGCACC         |
| <i>Pim3</i>     | CAGGACCTCTTCGACTTCAT           | <i>Pim3</i> sgRNA 2          |
| <i>Nanog</i>    | shRNA1: GTTAAGACCTGGTTTCAAA    | GCAGCTTATTGAGTGGTGTCT        |
| <i>Nanog</i>    | shRNA2: GGGAAAGCCATGCGCATT     |                              |
| <i>Lkb1</i>     | shRNA1: GGGTCACACTTTACAACAT    |                              |
| <i>Lkb1</i>     | shRNA2: GAGGACGGCATTATCTACA    |                              |
| <i>Hdac4</i>    | shRNA1: CATGGGTTTCTGCTACTTTAA  |                              |
| <i>Hdac4</i>    | shRNA2: GGTTATGCCTATCGCAAAT    |                              |
| <i>Hdac5</i>    | shRNA1: CCGTAGCCATCACAGCTAAAC  |                              |
| <i>Hdac5</i>    | shRNA2: CCAAACCAGTTCAGCCTCTAT  |                              |
| <i>Dux</i>      | shRNA1: CTGGATGAAGTCCAAGTAGAA  |                              |
| <i>Dux</i>      | shRNA2: GGTTCCAGGACAGCTTACT    |                              |

**Table S3. Primary antibodies used in current study.**

| <b>Primary antibodies</b> | <b>Catalog Number</b>            |
|---------------------------|----------------------------------|
| Anti-PIM3                 | D17C9, Cell Signaling Technology |
| Anti-PIM1                 | C93F2, Cell Signaling Technology |
| Anti-PIM2                 | D1D2, Cell Signaling Technology  |
| Anti-NANOG                | ab80892, Abcam                   |
| Anti-MuERVL-gag           | A-2801, EpiGentek                |
| Anti-AMPK- $\alpha$       | D5A2, Cell Signaling Technology  |
| Anti-p-AMPK- $\alpha$     | 40H9, Cell Signaling Technology  |
| Anti-HDAC4                | D8T3Q, Cell Signaling Technology |
| Anti-HDAC5                | D1J7V, Cell Signaling Technology |
| Anti-p-HDAC4/5            | D27B5, Cell Signaling Technology |
| Anti-HA                   | 30701ES60, Yeasen                |
| Anti-H3K9me1              | ab176880, Abcam                  |
| Anti-H3K9me2              | ab32521, Abcam                   |
| Anti-H3K9me3              | ab8898, Abcam                    |
| Anti-H3K9ac               | ab32129, Abcam                   |
| Anti-G9A                  | ab185050, Abcam                  |
| Anti-GAPDH                | KM9002, Sungenebiotech           |
| Anti- $\beta$ -ACTIN      | KM9001, Sungenebiotech           |
| Anti-H3                   | 17168-1-AP, Proteintech          |

## **SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

### **ESC differentiation**

ESCs were differentiated towards trophoblast stem cells (TSCs) as previously reported (Abad et al., 2013). WT ESCs and *Pim3*<sup>-/-</sup> ESCs were seeded on gelatin-coated 6-well plate in ESC medium, and 24 h post-treatment, medium was changed to TSC differentiation medium, which contains: Roswell Park Memorial Institute (RPMI) 1640 medium (01-100-1ACS, Biological Industries) supplemented with 20% FBS (SH30070.03, Hyclone), 1 mM pyruvate (SP0100, Solarbio), 2 mM L-glutamine (G0200, Solarbio), 1% Penicillin/Streptomycin (P1400, Solarbio), 0.1 mM  $\beta$ -mercaptoethanol (M3148-250, Sigma), 25 ng/mL FGF4 (Z02984, GenScript) and 1  $\mu$ g/mL heparin (S12004, Yuanye Bio-Technology). The medium was refreshed daily to maintain TSCs for 3 days. For differentiation of ESCs by LIF withdrawal,  $1.0 \times 10^5$  ESCs were cultured in standard serum culture conditions on a well of the 12-well tissue culture plate without LIF for 4 days. The other components of the medium were the same as previously described.

### **Immunostaining and flow cytometry analysis**

For flow cytometry analysis after immunostaining, ESCs were harvested and fixed in cold 80% ethanol at 4 °C. The cells were permeated by 0.5% Triton X-100 for 30 min and blocked with 1% bovine serum albumin (BSA) for 30 min. Next, cells were stained with the MuERVL-gag primary antibody (A-2801, EpiGentek) at 4 °C for 2 h, and subsequently stained for 1-1.5 h at 4 °C with the secondary antibody Alexa Fluor 594-conjugated goat anti-rabbit IgG (ZF-0516, ZSGB-BIO). The percentage of MuERVL-gag<sup>+</sup> cells was detected by flow cytometry (BD LSRFortessa).

### **Protein immunoprecipitation**

Cells were lysed in lysis buffer (20 mM Tris-HCl pH = 7.5, 150 mM NaCl, 20 mM KCl, 1.5 mM MgCl<sub>2</sub>, 1% Glycine, and 0.5% TritonX-100) supplemented with protease inhibitors (B14001, Bimake) and phosphatase inhibitors (P1081, Beyotime) on ice for 30 minutes. After centrifugation at 13,000 rpm for 20 minutes, the supernatant was collected and precleared. Lysates were respectively incubated with

anti-HDAC4 (D8T3Q, Cell Signaling Technology) or anti-HDAC5 (D1J7V, Cell Signaling Technology) antibody-loaded protein G MagBeads (L00274, GenScript) at 4°C overnight. The beads were washed three times with lysis buffer, and the bound proteins were released from the beads by boiling in 5 × loading buffer for 5 minutes. The western blot was performed to detect the proteins in the immunoprecipitated samples.

## REFERENCES

- Abad, M., Mosteiro, L., Pantoja, C., Canamero, M., Rayon, T., Ors, I., Grana, O., Megias, D., Dominguez, O., Martinez, D., et al. (2013). Reprogramming in vivo produces teratomas and iPS cells with totipotency features. *Nature* 502, 340-345. 10.1038/nature12586.
- Macfarlan, T.S., Gifford, W.D., Driscoll, S., Lettieri, K., Rowe, H.M., Bonanomi, D., Firth, A., Singer, O., Trono, D., and Pfaff, S.L. (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. *Nature* 487, 57-63. 10.1038/nature11244.

# Supplementary material for: PIM3-AMPK-HDAC4/5 axis restricts MuERVL-marked 2-cell-like state in embryonic stem cells
**Source:** Stem Cell Reports. 2022 Sep 22;17(10):2256–71. doi: 10.1016/j.stemcr.2022.08.009
**Supplement:** Document S2. Article plus supplemental information

# PIM3-AMPK-HDAC4/5 axis restricts MuERVL-marked 2-cell-like state in embryonic stem cells

Xin Zhao,<sup>1,2</sup> Jian Shen,<sup>1,2</sup> Xuan Zhao,<sup>1</sup> Miao Zhang,<sup>1</sup> Xiao Feng,<sup>1</sup> Weiyu Zhang,<sup>1</sup> and Xinyi Lu<sup>1,\*</sup>

<sup>2</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2022.08.009>

## SUMMARY

A minority of embryonic stem cells (ESCs) marked by endogenous retrovirus MuERVL are totipotent 2-cell-like cells. However, the majority of ESCs repress MuERVL. Currently, it is still unclear regarding the signaling pathway(s) repressing the MuERVL-associated 2-cell-like state of ESCs. Here, we identify the PIM3-downstream signaling axis as a key route to repress MuERVL and 2-cell-like state. Downregulation, deletion, or inhibition of PIM3 activated MuERVL, 2-cell genes, and trophoblastic genes in ESCs. By screening PIM3-regulated pathways, we discovered AMPK as its key target. The loss of *Pim3* caused an increase in AMPK phosphorylation, which phosphorylated HDAC4/5 and triggered their transfer out of the nucleus in *Pim3*<sup>-/-</sup> ESCs. The reduction of nuclear HDAC4/5 caused increased H3K9ac and reduced H3K9me1/2 enrichment on MuERVL, thus activating MuERVL and 2-cell-like state. In summary, our study uncovers a novel axis by which PIM3 suppresses 2-cell marker MuERVL and totipotent state in ESCs.

## INTRODUCTION

Mouse embryonic stem cells (ESCs) are pluripotent and can differentiate into three germ layers, but they cannot contribute to extraembryonic tissues when they are injected into blastocyst (Beddington and Robertson, 1989). A small percentage of cells within the ESC population, named 2-cell (2C)-like cells, can contribute to both inner cell mass and extraembryonic cells, including the trophoblast of the blastocyst (Macfarlan et al., 2012). These cells highly express endogenous retrovirus MuERVL, which marks 2C embryos and has been used as a marker to determine the 2C-like totipotent state of ESCs (Macfarlan et al., 2012). In ESCs, MuERVL is usually silenced transcriptionally and epigenetically. The absence of epigenetic factors, such as LSD1, ZMYM2, and FACT, activates 2C-like state in ESCs (Chen et al., 2020; Macfarlan et al., 2011; Yang et al., 2020). Alternatively, the 2C-like state of ESCs can also be activated by ectopically expressing transcription activators of MuERVL, for example, DUX, ZSCAN4, and DPPA2/4 (De Iaco et al., 2017, 2019; Hendrickson et al., 2017; Whiddon et al., 2017; Yan et al., 2019; Zhang et al., 2019). Recently, it was found that the retinoic acid signaling pathway and the P53 pathway are able to induce 2C-like fate (Grow et al., 2021; Iturbide et al., 2021; Tagliaferri et al., 2016, 2019). However, it is still unknown whether there is any signaling pathway to repress 2C-like totipotent state and MuERVL in ESCs.

An important signaling pathway in ESCs is the PIM signaling pathway. There are three highly conserved members (PIM1, PIM2, and PIM3) within the PIM family of serine/threonine kinases (Santio and Koskinen, 2017). The catalytic domains of PIM kinases are highly identical

(~60%) to each other as well (Nawijn et al., 2011). They participate in cell cycle regulation, energy metabolism, cell proliferation, and apoptosis (Beharry et al., 2011; Morishita et al., 2008; White, 2003). PIM family members are constitutively active; therefore, their kinase activities are positively correlated with their transcriptional levels (Lilly et al., 1999; Qian et al., 2005). However, they demonstrate tissue-specific expression patterns (Eichmann et al., 2000; Meeker et al., 1987). Different PIM kinases also exhibit distinct functions despite their protein sequence similarities (Nawijn et al., 2011), suggesting that each PIM kinase may behave differently. The expression of PIM kinases can be activated by the LIF signaling pathway and downstream JAK-STAT (Aksoy et al., 2007; Mary Photini et al., 2017), which are important to ESC pluripotency maintenance (Cartwright et al., 2005; Raz et al., 1999). These findings suggest a potential functional role of PIM kinases in ESCs.

In this study, we set out to screen the PIM kinases with shRNAs and small molecules to identify their potential role in regulating potency expansion in ESCs. We highlight PIM3-AMPK-HDAC4/5 axis as a novel path to prevent ESCs from entering the 2C-like state.

## RESULTS

### Screening of PIM kinases for the repressor of 2C marker MuERVL

Since the activities of PIM kinases are dependent on their expression (Lilly et al., 1999; Qian et al., 2005), we examined their mRNA levels by qPCR in ESCs and after differentiation (Figures S1A–S1C). Among three PIM kinases, *Pim3* was expressed highest in ESCs, and its expression was close to

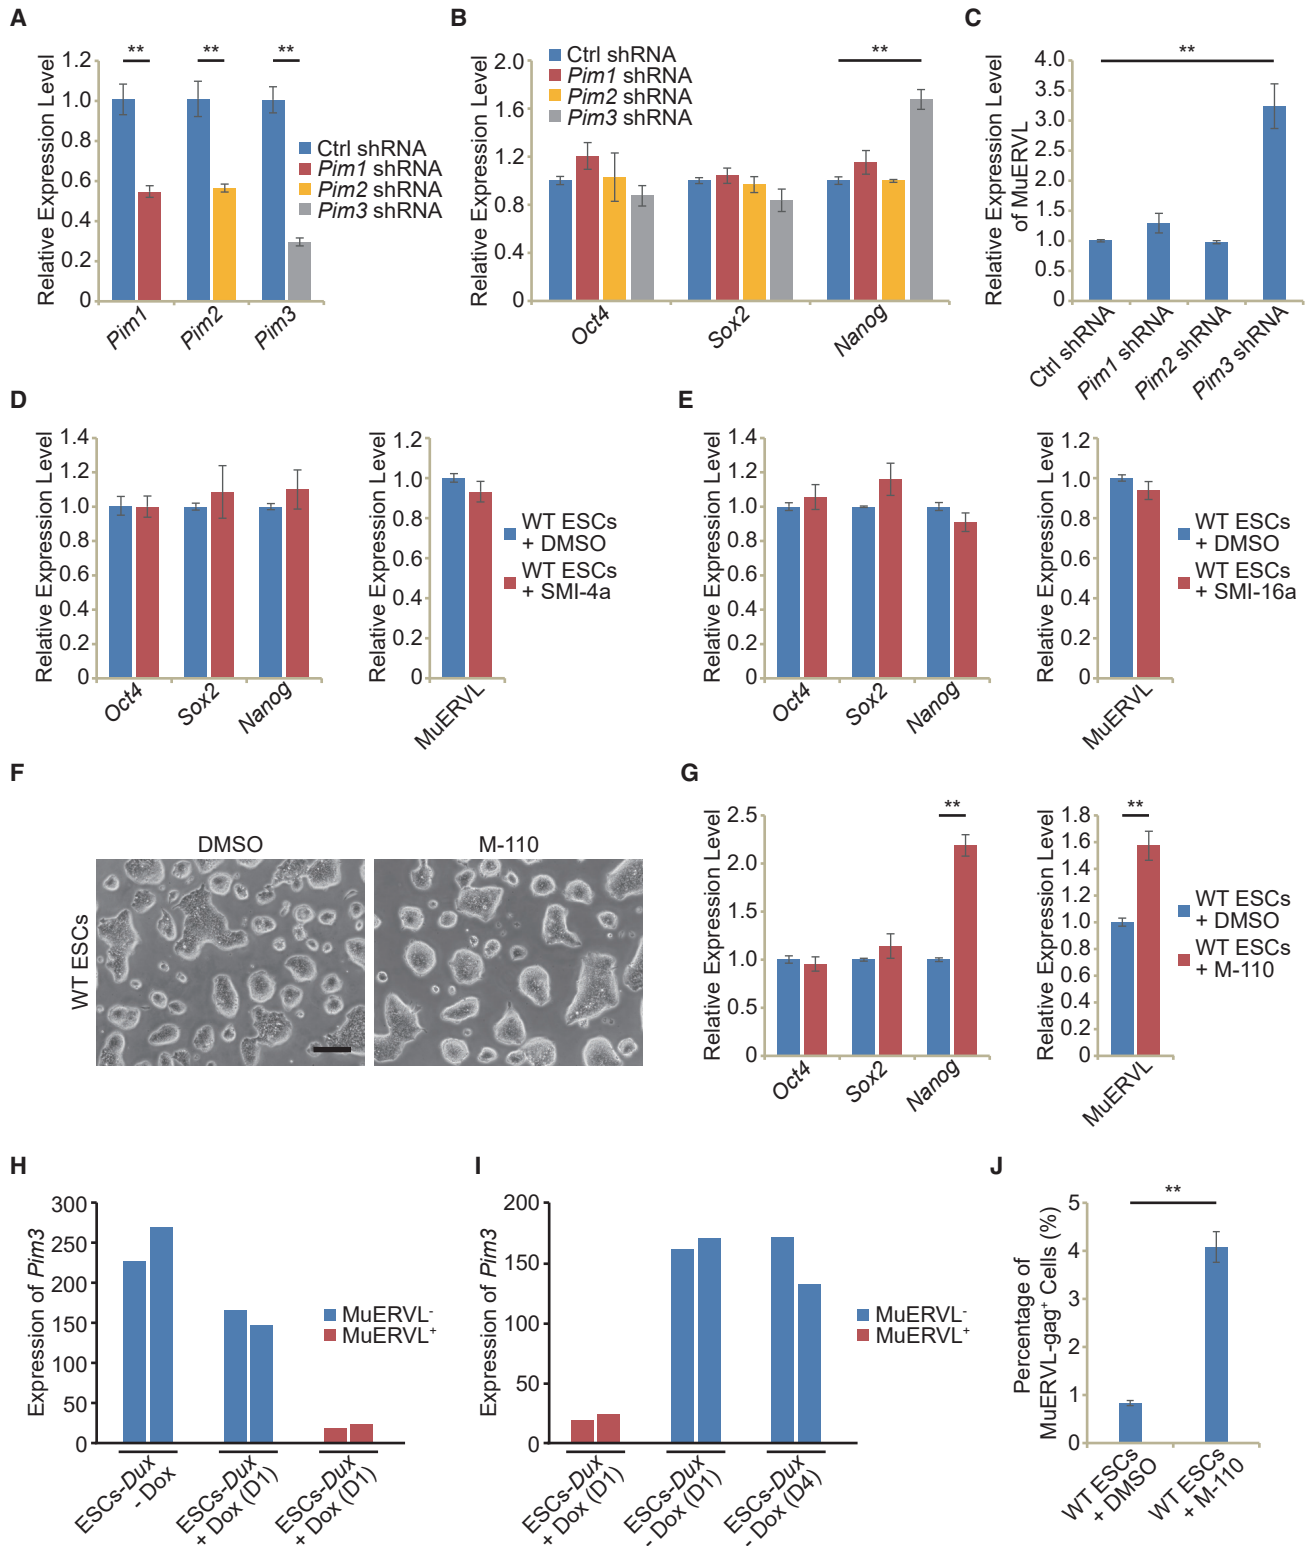

(legend on next page)

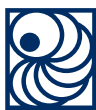

that of pluripotency genes (*Oct4*, *Sox2*, and *Nanog*) (Figure S1A). During ESC differentiation induced by LIF withdrawal, *Pim1* and *Pim2* expression remained unchanged or upregulated, but the expression of *Pim3* was downregulated, similar to that of pluripotency genes (Figures S1B and S1C), implying that *Pim3* is required to specifically express at a high level in ESCs. Interestingly, *Pim3* downregulation was accompanied by the activation of 2C-marker MuERVL after LIF withdrawal (Figure S1D). Upon directed differentiation of ESCs to trophoblastic stem cells (TSCs), only *Pim3* was downregulated, whereas the expression of *Pim1* and *Pim2* was upregulated (Figures S1E and S1F), implying that *Pim3* is not required to be expressed in TSCs. To study the role of PIM kinases in regulating 2C-like totipotent state, we examined the expression of 2C-marker MuERVL after depleting the expression of *Pim1/2/3* with shRNAs (Figure 1A). The depletion of *Pim1*, *Pim2*, or *Pim3* did not affect *Oct4* and *Sox2* expression except that *Nanog* was activated by *Pim3* depletion (Figure 1B). Intriguingly, the depletion of *Pim3*, but not *Pim1* or *Pim2*, activated the expression of MuERVL and MuERVL-marked 2C-like state (Figures 1C and S1G). Furthermore, the addition of a small molecule inhibitor of PIM1 (SMI-4a) (Lin et al., 2010) or the inhibitor of PIM1 and PIM2 (SMI-16a) (Xia et al., 2009) to ESC culture did not influence the expression of pluripotency genes and MuERVL (Figures 1D and 1E), confirming the results that PIM1 or PIM2 activity is not required for ESC pluripotency or MuERVL suppression. However, similar to *Pim3* depletion, inhibition of PIM3 kinase activity with M-110 evoked the activation of MuERVL and *Nanog* without altering ESC morphology (Figures 1F and 1G). The effects of M-110 on MuERVL and 2C genes were confirmed in another ESC line J1 (Figures S1H and S1I). We further confirmed the role of PIM3 in the alternation of ESC fate by examining *Pim3* expression during the natural transition between ESCs and 2C-like cells according to the analysis of published RNA-seq data (Fu et al., 2019, 2020). We found that *Pim3* was

repressed in MuERVL<sup>+</sup> 2C-like cells, while it was re-activated upon exit from 2C-like state (Figures 1H and 1I), suggesting the implication of PIM3 in the conversion to 2C-like state. In line with these findings, the percentage of MuERVL-gag<sup>+</sup> 2C-like cells increased after treating ESCs with PIM3 inhibitor M-110 (Figure 1J). These results suggest that PIM3, which lies at the downstream of LIF signaling, acts as a key repressor of MuERVL and 2C genes in ESCs.

### Pim3-deficient ESCs activate MuERVL and 2C-like totipotent state

To further verify the role of *Pim3* in ESCs, we generated *Pim3* knockout cell lines. We designed two guide RNAs targeting the exon 4 and exon 6 of *Pim3* gene, respectively, and generated two *Pim3* knockout (*Pim3*<sup>-/-</sup>) ESC lines (Figure 2A and S2A). qPCR analysis showed the successful deletion of *Pim3* fragments (Figures 2B and S2B). The western blot demonstrated the complete loss of PIM3 protein in *Pim3*<sup>-/-</sup> ESCs (Figure 2C). *Pim3* deficiency did not disrupt ESC morphology and expression of pluripotency genes (*Oct4* and *Sox2*), although its absence stimulated the upregulation of *Nanog* (Figures S2C–S2E). NANOG activation appeared to prevent further activation of MuERVL in *Pim3*<sup>-/-</sup> ESCs (Figures S2F and S2G). The downregulation of *Nanog* resulted in the activation of MuERVL in wild-type (WT) ESCs (Figure S2F). Depletion of *Nanog* further activated MuERVL expression in *Pim3*<sup>-/-</sup> ESCs (Figure S2G). Consistent with results from *Pim3* depletion and inhibition, loss of *Pim3* resulted in the upregulation of MuERVL and some other ERVs, including RLTR6, RLTR45-int, and LINE1 (Figure 2D). 2C genes, such as *Dux*, *Gm4340*, *Sp110*, *Tcstv3*, *Zfp352*, and *Zscan4*, were similarly activated in *Pim3*<sup>-/-</sup> ESCs (Figure 2E). In addition, *Pim3* deletion caused MuERVL-gag<sup>+</sup> 2C-like totipotent cell population in ESCs to elevate from ~1% to 4%–8% (Figures 2F and S2H). These results confirm the PIM3-mediated repression of MuERVL and 2C-like state, which were suppressed by NANOG as well.

### Figure 1. Depletion of PIM kinases by shRNAs and inhibitors

- (A) qPCR analysis of the expression of *Pim1*, *Pim2*, and *Pim3* after the depletion of *Pim* family members in ESCs respectively.
- (B) qPCR analysis of the expression of pluripotency markers (*Oct4*, *Sox2*, and *Nanog*) after the depletion of *Pim* family members in ESCs.
- (C) The expression level of MuERVL determined by qPCR in ESCs treated with control (Ctrl) shRNA or *Pim* shRNAs.
- (D) qPCR analysis of the expression of pluripotency markers and MuERVL in control ESCs and ESCs treated with the inhibitor of PIM1 kinase (SMI-4a). DMSO-treated sample was included as a control.
- (E) The expression levels of pluripotency markers and MuERVL in ESCs treated with DMSO and the inhibitor of PIM1/2 kinases (SMI-16a), respectively, as measured by qPCR and normalized to *Gapdh* level.
- (F) Cell morphology of WT ESCs treated with an inhibitor of PIM3 kinase (M-110). DMSO-treated samples were included as control. Scale bar, 100  $\mu$ m.
- (G) qPCR analysis of the expression of pluripotency markers and MuERVL in control ESCs and ESCs treated with M-110. All qPCR data in Figure 1 are biological triplicate data ( $n = 3$  independent experiments) and are presented as mean  $\pm$  SEM.
- (H and I) The RNA-seq expression level (cpm) of *Pim3* during the entry to (H) and exit from (I) 2C-like state in the ESCs expressing dox-induced *Dux*, which drives ESCs to 2C-like state. + dox, addition of dox; - dox, removal of dox; D1, day 1; D4, day 4.
- (J) Flow cytometry analysis of the MuERVL-gag<sup>+</sup> population in control ESCs and ESCs treated with M-110. DMSO-treated samples were added as control. Biological triplicate data ( $n = 3$  independent experiments) are presented as mean  $\pm$  SEM; \*\* $p < 0.01$  in Student's  $t$  test.

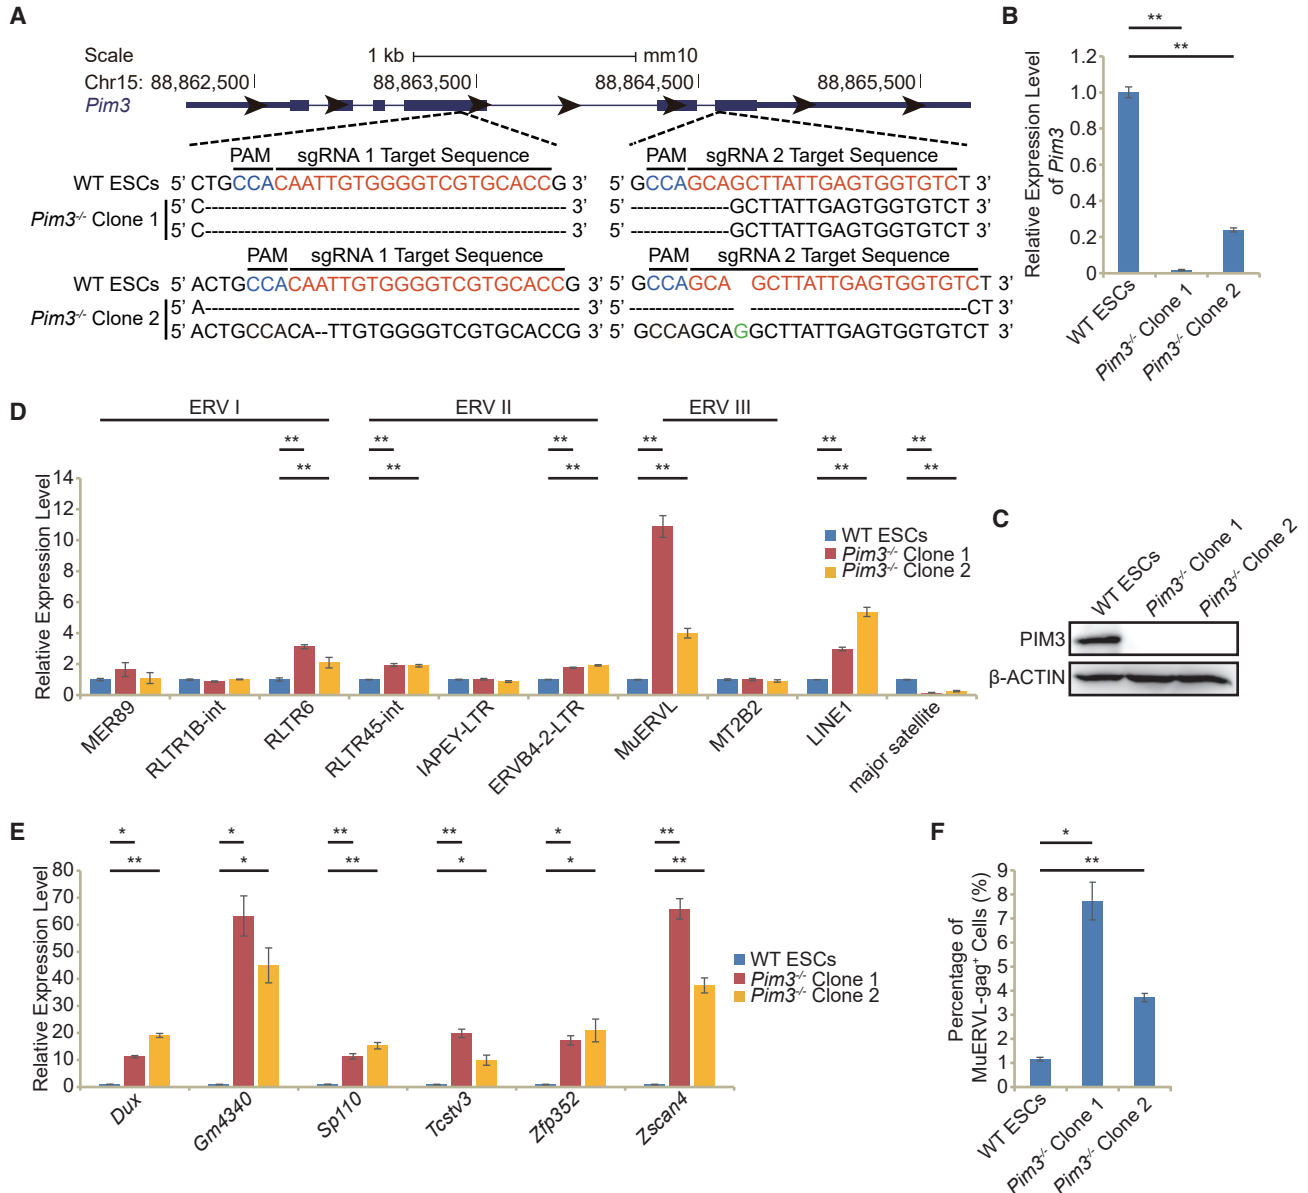

**Figure 2. Establishment of *Pim3*-deficient ESCs**

(A) Schematic of mutation sites in two *Pim3*<sup>-/-</sup> ESC clones. Black dashes: deleted bases; green base: insertion; red bases: sgRNA target sequences; blue bases: protospacer adjacent motif (PAM) sequences.

(B) qPCR analysis of the expression of *Pim3* in WT ESCs and *Pim3*<sup>-/-</sup> ESCs.

(C) Western blot analysis of PIM3 protein in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. β-ACTIN was used as a loading control.

(D) qPCR analysis of the expression of retrotransposons and other repeats in WT ESCs and *Pim3*<sup>-/-</sup> ESCs.

(E) qPCR analysis of the expression of 2C embryo genes in WT ESCs and *Pim3*<sup>-/-</sup> ESCs. All qPCR data in Figure 2 are biological triplicate data (n = 3 independent experiments) and are presented as mean ± SEM.

(F) Flow cytometry analysis of the MuERV1-gag<sup>+</sup> population in WT ESCs or *Pim3*<sup>-/-</sup> ESCs. Biological triplicate data (n = 3 independent experiments) are presented as mean ± SEM; \*p < 0.05, \*\*p < 0.01 in Student's t test.

### Transcriptome analysis reveals PIM3-target genes

Next, we further probed the function of *Pim3* by profiling transcriptome in two independent clone lines of *Pim3*<sup>-/-</sup> ESCs. More genes were upregulated than downregulated

in *Pim3*<sup>-/-</sup> ESCs (Figure 3A; Data S1). The absence of *Pim3* caused activation of 2C-marker MuERV1 and other transposable elements (TEs), as well as downregulation of ERVK family members (Figures 3B and S3A and Data S2).

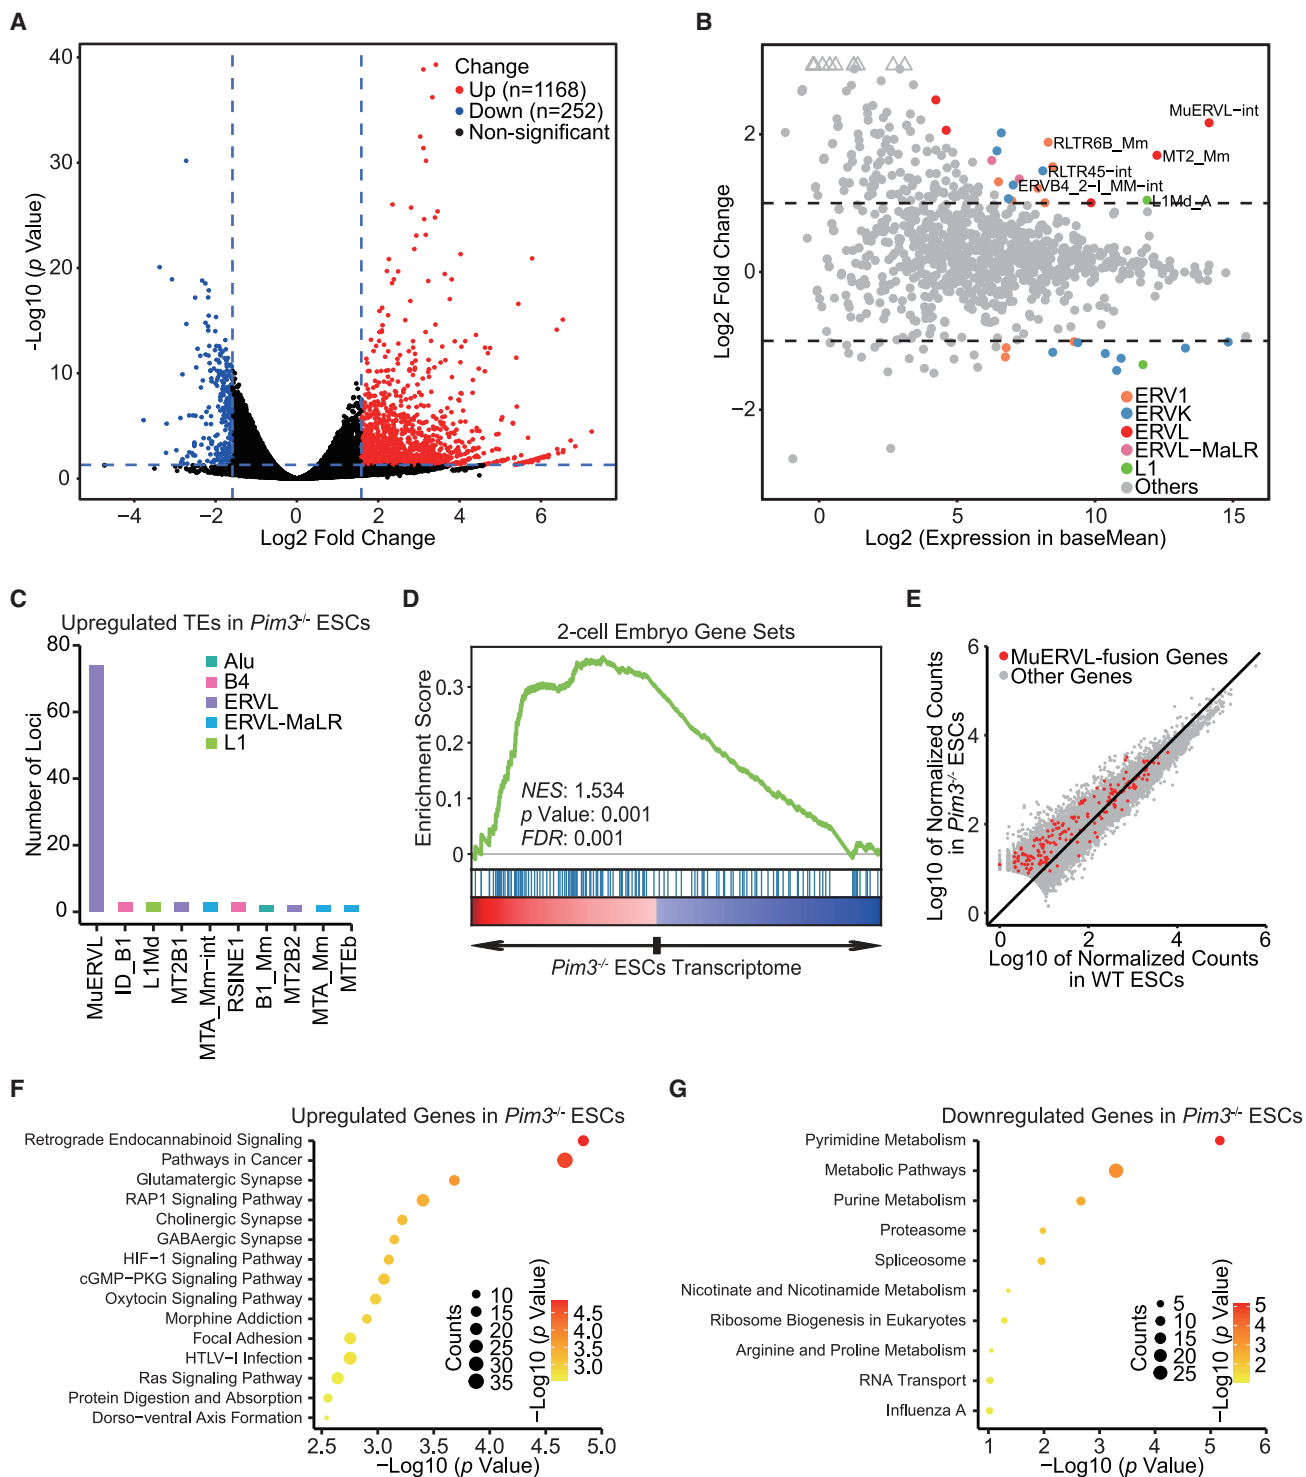

**Figure 3. Transcriptome profile regulated by *Pim3***

(A) The volcano plot of gene expression in *Pim3*<sup>-/-</sup> ESCs versus WT ESCs. Red, upregulated genes; blue, downregulated genes. Genes with expression change  $\geq 3$ -fold and adjusted  $p < 0.05$  are shown.

(B) A scatter diagram shows a transcriptome analysis of TE expression after *Pim3* knockout. The result from Squire was used to plot the diagram. Different colored dots represent different retroelements. Colored dots indicate TEs with significant expression change ( $p < 0.05$ , Wald test). Triangles represent TEs with  $\log_2 (\text{fold change}) > 4$ .

(legend continued on next page)

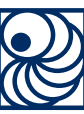

Moreover, the number of activated MuERVL loci was the highest among all activated TEs (Figures 3C and S3B). Since MuERVL marks the 2C state, *Pim3* deletion resulted in the upregulation of 2C genes and activation of MuERVL-chimeric genes in ESCs (Figures 3D and 3E), implying the activation of 2C-like state after *Pim3* loss. Principal component analysis (PCA) based on gene expression suggested a moderate shift of *Pim3*<sup>-/-</sup> transcriptome toward that of 2C-like cells (Figure S3C), while 87 genes of 2C-like cells (Macfarlan et al., 2012) were activated in *Pim3*<sup>-/-</sup> cells (Figure S3D). The majority of TEs that are activated in 2C embryos (Macfarlan et al., 2012) demonstrated activation in *Pim3*<sup>-/-</sup> ESCs (Figure S3E), further supporting the transition of *Pim3*<sup>-/-</sup> cells toward 2C-like cells. The partial transition toward 2C-like cells is probably because only a subset of *Pim3*<sup>-/-</sup> ESCs transit to 2C-like cells, whereas the other cells remain in non-2C-like state. Consistent with the downregulation of *Pim3* in TSCs (Figures S1E and S1F), ESCs demonstrated upregulation of TSC genes (Lee et al., 2019) after *Pim3* deletion (Figure S3F). *Pim3* knockout led to the activation of signaling pathways that were related to cancer, HTLV-1 infection, and neural synapses, while its absence repressed pathways related to metabolism, proteasome, and spliceosome (Figures 3F and 3G). The downregulation of spliceosome activity was recently linked to the activation of totipotent state (Shen et al., 2021). These data support the idea that *Pim3* deficiency activates the MuERVL-marked 2C-like totipotent state and trophectodermal genes in ESCs.

#### AMPK at the downstream of PIM3 activates MuERVL and 2C-like state

To study how *Pim3* inadequacy activates 2C-like state in ESCs, we looked into the literature on the function of PIM kinases. It is found that PIM kinases activate MAPK (Leung et al., 2020; Santio et al., 2016), ERK (Narlik-Grassow et al., 2012), and mTORC1 (Beharry et al., 2011) pathways but suppress GSK3β (Narlik-Grassow et al., 2012) and AMPK pathways (Beharry et al., 2011; Mung et al., 2021) (Figure 4A). We validated the roles of these pathways in the PIM-mediated repression of MuERVL by treating ESCs with inhibitors of PIM-activated pathways or activators of PIM-repressed pathways. The inhibition

of MAPK (with SB203580), ERK (with PD0325901), or mTORC1 (with rapamycin) did not perturb MuERVL expression (Figure 4B). In contrast, activation of the AMPK with phenformin efficiently released MuERVL from repression and induced the emergence of the MuERVL-gag<sup>+</sup> 2C-like population in ESCs, phenocopying the consequences of *Pim3* deletion (Figures 4C–4E and S4A). It was previously reported that *Pim* deficiency in mouse fibroblast cells elicited increased AMPK phosphorylation (Beharry et al., 2011). Unexpectedly, the depletion of *Pim1* or *Pim2* led to the downregulation of AMPK phosphorylation (Figures 4F and 4G). This was confirmed with inhibitors of PIM1 and PIM2 (Figure S4B). In contrast, AMPK phosphorylation only rose in *Pim3*<sup>-/-</sup> ESCs (Figure 4H). Furthermore, the inhibition of AMPK with dorsomorphin (Figure 4I), but not the inhibition of GSK3β with CHIR-99021, partially rescued MuERVL expression in *Pim3*<sup>-/-</sup> ESCs (Figure 4J). Depletion of *Lkb1*, which lies at the downstream of PIM3 and mediates AMPK activation (Mung et al., 2021), partially rescued MuERVL expression as well (Figures S4C–S4E). Together, these results indicate that AMPK is a key downstream target of PIM3 in restraining MuERVL and 2C-like state.

#### Phosphorylated AMPK relieves MuERVL and 2C-like state from the suppression of HDAC4/5

A previous study showed that a key AMPK downstream target was class IIa HDACs (Mihaylova et al., 2011). Increased AMPK phosphorylation induced elevated phosphorylation of HDAC4/5 in hepatocytes (Mihaylova et al., 2011). This prompted us to explore the impact of *Pim3* deletion on class IIa HDACs. We first looked into the expression of class IIa HDACs (*Hdac4*, *Hdac5*, *Hdac7*, and *Hdac9*) in ESCs. *Hdac5* was expressed highest in ESCs, followed by *Hdac4*, whereas *Hdac7* and *Hdac9* remained lowly expressed or unexpressed (Figure 5A). Hence, we focused on studying HDAC5 and HDAC4. We immunoprecipitated HDAC4/5 respectively and found their phosphorylation increased after *Pim3* deletion (Figures 5B and 5C). The inhibition of AMPK with dorsomorphin reduced the phosphorylation of HDAC4/5 (Figure S5A), confirming HDAC4/5 as the downstream targets of AMPK. Since class IIa HDACs can shuttle between the nucleus and the

(C) The top 10 TEs with the highest number of loci upregulated after *Pim3* knockout.

How the deposited data were processed for this re-analysis (not part of the article)

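RNA-seq libraries of 2 WT cultures and 2 Pim3−/− clones of E14 ESCs were analysed, 4 libraries in all, each taken as 1 replicate. The authors deposited raw counts per gene and per TE subfamily. They had trimmed the reads with Cutadapt and mapped them with Hisat2 to mm10, with genes from Ensembl and TEs from RepeatMasker. The counts were used as deposited, and the sequencing reads were not processed again. Gene symbols were located with the GENCODE annotation of GRCm38. The ChIP-seq libraries, single TE loci and the paper's gene sets for GSEA, KEGG and PCA were not analysed here.

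Genes and TEs with low counts were left out by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which kept 18444 of the 31418 genes with at least 1 count. Counts were scaled by TMM factors, for TEs within the TE table. The groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes or TEs. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and with fry, and the p-values of the 8 gene sets were adjusted together. These programs ran in R 4.3.3. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. CPM are scaled counts of the table concerned, and errors beside means are SDs of 2 libraries. A group with at most 3 counts in each library was taken to be at the floor, and fold changes against it were taken against 3 counts. They are lower bounds where the counts were 0, and approximate where they were not.

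The comparisons, thresholds, gene sets of the pathways and of 2C and TSC genes, and the alternatives were chosen before the data were examined, unless stated otherwise. Genes are named in the text if the paper names them for the Pim3 knockout or for class IIa HDACs, or if they are among the 5 upregulated and 5 downregulated genes with the largest fold changes past the thresholds and with at least 10 counts in both libraries of the higher group. For TEs the same holds with 3 in each direction. Further lists, of primitive endoderm, mesoderm, neuroectoderm, fibroblast, pluripotency and X-linked genes and of silent receptor genes, were written later, for the closing section.

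The alternatives were the size factors of DESeq2 and library totals in place of TMM factors, no filter, a filter on at least 10 counts in every library, the Wald test of DESeq2 1.42.0, a block for the replicate number, genes without model names, scaling of TEs by the gene table and the omission of each library in turn. With 1 library left out, a group holds a single library, so only values without tests are given. The methods were tested on simulated counts of the same depth with 2 libraries per group. Of 200 genes changed by simulation, 159 (79.5%) were recovered in the right direction, and 7.60% of the calls were false. Of 60 changed TEs 56 (93.3%) were recovered, with 5.10% false calls. The simulated changes were of a single size, with a median fitted log2 size of 2 for genes, and as many rose as fell. They were put only into genes or TEs with a mean of at least 10 counts. In the data 6233 of 18444 genes passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, and fold changes fell with expression. The simulated rates therefore need not hold for the data. Differences between the groups cannot be separated from differences between the cultures and clones that make them up.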

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

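The tests in this part were chosen only after the results that they concern had been seen, except the test of MERVL-int and MT2_Mm alone.

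Genes of primitive endoderm, which the paper does not discuss, were higher in the libraries labelled Pim3−/− than in WT libraries. The median log2 fold change of 15 tested markers was 2.48. Of these, 12 were higher in both Pim3−/− libraries than in both WT libraries, where chance gives 33.3% for no overlap in either direction. At an adjusted p under 0.05, 12 were higher and none lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Pim3−/− replicate 1 the median was 1.84. WT ESCs expressed 9 of the 15 at 1 CPM or more in both libraries, and 6 stand in other lists used here. The 9 that stand in no other list had a median of 3.16. Scaling does not account for the rise, since the lowest median over 3 scalings was 2.45, nor do GC content and transcript length, with 2.32 after their trends were removed. The general rise of weakly expressed genes does not either, as matched random lists had a median of 0.05. A loss of pluripotent cells to all lineages alike would raise mesoderm and neuroectoderm markers too, and the higher of their medians was 0.40. This test cannot address a lower share of pluripotent cells through a move to primitive endoderm alone. Cells like primitive endoderm in the Pim3−/− cultures may be the source. Col4a1 rose from 14.45 to 131.2 CPM and Lama1 from 29.42 to 103.2 CPM, whereas Sparc, the most abundant marker, had a log2 fold change of -0.28, from a high baseline of 358.5 CPM in WT ESCs that could hide a small share of such cells. The data cannot tell.

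The other lists gave medians of 0.40 for 10 mesoderm markers (percentile 41.67 among matched random lists), -0.23 for 6 neuroectoderm markers (percentile 13.9) and 1.00 for 8 fibroblast markers (percentile 98.76). The 10 pluripotency genes had a median of -0.30 (percentile 85.47), above the matched random median of -0.57. The 591 X-linked genes had a median of -0.05 (percentile 0.01), below the matched random median of 0.12. Of these, 77 were higher and 119 lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

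Counts on TEs made up 2.36% and 2.65% of the gene counts in the WT libraries, and 3.59% and 3.67% in the libraries labelled Pim3−/−. The paper does not report this share. MERVL-int and MT2_Mm alone do not account for it, since without them the Pim3−/− libraries still had at least 3.52%. A background of DNA was first weighed by the density of counts on 1449 receptor genes that are expected to be silent in ESCs, which rose 1.50-fold with library totals, against 1.45-fold for the share of TEs, and this did not exclude it. A second test asked how much TE sequence such a rise would need, which came to 7.16 Gb, more than the 2.72 Gb spanned by annotated genes. DNA is therefore an unlikely source. Unspliced RNA could not be excluded, since all 9 TE classes with at least 10 tested members took a larger share. The rises were uneven, however. ERVK went from 0.394% of the gene counts in WT to 0.402% in Pim3−/− libraries, L1 from 0.22% to 0.355% and Alu from 0.627% to 0.906%. No biological explanation was tested.

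Nrn1 (1.14 CPM), Tpsg1 (1.09 CPM), P3h2 (0.907 CPM), Gm41192 (0.894 CPM) and Heatr9 (0.894 CPM) had signal in the libraries labelled Pim3−/− and no counts in WT libraries. The paper does not discuss them. With library totals the lowest of their lower bounds was 8.47-fold, but no scaling changes a count of 0, so this test decides nothing about scaling. These are few counts per library, and no biological explanation was tested.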

How the results depend on the processing

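Alternatives described as added were fits added only after the results were seen. For depth, GC content and abundant genes the expected outcome was written down before the fit was run.

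Genes upregulated by at least 3-fold numbered 1562, and 2757 with library totals, 768 with at least 10 counts in every library, and, in added fits, 2443 without the 100 most abundant genes and 745 with the trend on expression removed. Downregulated genes numbered 255, and 76, 142, 92 and 472 in the same fits, and 169 with trends on GC content and length removed (added). Of the 1562 genes, 1562 were shared with library totals and 675 with the stricter filter, which tests fewer genes. Genes upregulated by at least 1.5-fold numbered 6445 with library totals. Genes at least 3-fold higher by fold change alone numbered 2890 with library totals, 7849 without a filter and 795 with at least 10 counts in every library, and from 1746 to 2027 across the 4 fits that each left out 1 library. Apart from the filter, the cause was not tested.

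Upregulated TEs numbered 30 with library totals, 9 without a filter, 5 with at least 10 counts in every library, 9 with DESeq2 and 59 with the gene table's scaling. With the totals of the gene table (added) there were 230 upregulated and 3 downregulated TEs. These 2 fits have infinite prior degrees of freedom. With the prior degrees of freedom of the TE fit (added) the gene table's scaling gave 22 upregulated and 11 downregulated TEs, so that most of the difference between 59 and 18 came from the prior degrees of freedom. For the other settings the cause was not tested. L1MEg changed sign to 0.12 with library totals and 0.20 with the gene table's scaling, and Pim3 to 0.19 with library totals. Nanog was at -0.45 with library totals, with an adjusted p of 0.0984 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 1.3e-04 to 0.0984 over its alternatives.

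Set medians relative to all genes do not change with the test. With an estimated correlation none passed the threshold: 2.87 for the genes of Figure 2E, 2.35 for the 2C list, 0.83 for TSC, -1.19 for proteasome, -0.79 for spliceosome, -0.84 for nucleotide synthesis, 0.87 for synaptic and 0.89 for cancer genes. In fry the 2.87, 2.35 and -0.84 did not pass either. The TEs of Figure S3E, at 0.077, passed an unadjusted 0.05 in fry, and in camera at 0.086 with library totals, 0.105 with at least 10 counts in every library and 0.091 with the gene table's scaling. The cause was not tested.

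With 1 library left out, MERVL-int ran from 1.58 to 2.15, MT2_Mm from 1.11 to 2.10, Pim3 from -0.31 to -0.21, Nanog from -1.04 to -0.77, the genes of Figure 2E from 1.76 to 3.58, the 2C list from 1.67 to 2.83, TSC genes from 0.73 to 0.78, proteasome from -1.31 to -1.00, spliceosome from -0.88 to -0.67, nucleotide synthesis from -1.08 to -0.49, synaptic from 0.63 to 0.91, cancer from 0.88 to 0.95, the TEs of Figure S3E from 0.025 to 0.138 and the Hdac5 to Hdac4 ratio from 1.51 to 1.83.

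Besides Pim3, Nanog, MERVL-int and MT2_Mm, for which see above, all alternatives that apply were run for 64 tested genes and TEs that the paper names or that the rule for naming picked. Genes named only in the closing section from other lists, or after their values were seen, are not among them. For the 64, 353 of 401 values kept their direction and side of the threshold, 32 were weaker, 14 stronger and 2, both of L1MEg, reversed. Of 256 values with a library left out, 49 moved and 1 changed sign. Replicate numbers of the groups share only a number, with a correlation of same-numbered deviations of 0.02, and a block for them gave 1614 and 287 genes and, with infinite prior degrees of freedom, 25 and 25 TEs. Fold changes of genes near 3 counts are limited by depth.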

Differences from the paper's values

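Data S2 of the paper gives 978 TEs, and over the 826 found here as well its log2 fold changes correlated with those of the TE table (Spearman 0.846). At a change of at least 2-fold and an adjusted p under 0.05, the paper's Data S2 has 11 downregulated TEs, against 21 here. With library totals and with the gene table's scaling it was 15 each, the latter with infinite prior degrees of freedom, within 1.5 times the paper's number, and with the other alternatives set before the data were examined it was not. The gene table's scaling with the prior degrees of freedom of the TE fit, chosen after seeing the values, gave 11.

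Log2 fold changes of 13 of the 31 TEs of Figure S3A differed from the paper's by more than the larger error. The errors in Data S2 are standard errors. For MERVL-int the paper's value is 2.17 and the value here 1.89, for RLTR6-int the paper's 1.53 and here 1.12, for MMVL30-int the paper's 1.01 and here 0.71, for MER103C the paper's 1.60 and here 0.89, and for L1Md_A the paper's 1.04 and here 0.69. For ETnERV-int the paper's value is -1.02 and the value here -1.30, for RLTRETN_Mm the paper's -1.18 and here -1.46, and for RLTR34B_MM the paper's -1.02 and here -1.36. Library totals and the gene table's scaling brought these 8 within the paper's error, as did the filter on at least 10 counts in every library for MMVL30-int alone. The other alternatives set before the data were examined did not.

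For MT2B1 the paper's value is 1.01 and the value here 0.44, for RLTR14-int the paper's 1.22 and here 0.52, for RLTR45-int the paper's 1.47 and here 0.60, for RLTR19-int the paper's -1.25 and here 0.15, and for L1MEg the paper's -1.34 and here -0.066. None of the alternatives set before the data were examined closed these gaps. The totals of the gene table without TMM factors, chosen after seeing the values, gave 1.16 for MT2B1, 1.24 for RLTR14-int, 1.32 for RLTR45-int and 1.60 for MER103C, within the paper's errors. They left MERVL-int (2.60), RLTR6-int (1.83), MMVL30-int (1.42), L1Md_A (1.42), RLTR19-int (0.87) and L1MEg (0.65) outside them. ETnERV-int (-0.59), RLTRETN_Mm (-0.74) and RLTR34B_MM (-0.63) also stayed outside. TEs that had been within the errors moved out, among them MT2_Mm (2.39) and RLTR13G (-0.87). RLTR19-int and L1MEg are drawn as upregulated in Figure S3A, while Data S2 lists them with negative values.

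ERVB4_2-LTR_MM, MER103C, RLTR14-int and RLTR45-int are called by the paper and had adjusted p-values of 0.0548, 0.0805, 0.0969 and 0.0976 here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under library totals these were 0.0373, 0.046, 0.042 and 0.049. Under the Wald test of DESeq2, the highest of the alternatives, they were 0.22, 0.181, 0.28 and 0.148. With the gene table's scaling all 4 passed 0.05, but RLTR14-int (0.787) and RLTR45-int (0.875) stayed under 2-fold. With a block for the replicate number ERVB4_2-LTR_MM, MER103C and RLTR45-int passed 0.05, but MER103C (0.913) and RLTR45-int (0.586) were under 2-fold. The prior degrees of freedom of the last 2 fits are infinite, so their p-values are not comparable.

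RLTR46A2, among the TEs with the largest falls here, had a log2 fold change of -1.86 (standard error 0.31), while Data S2 gives 0.83. For MER127 Data S2 gives -1.23 and the value here was -2.01, and for HERVL74-int -1.26 against -1.87 here. None of these 3 is called in Data S2.

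The paper states that loss of Pim3 raised Nanog, measured by qPCR and by a Western blot of NANOG protein. In the counts Nanog had a log2 fold change of -0.90 (standard error 0.20), and -0.45 with library totals. The paper's Data S1, of which 1998 of 17772 genes were used here, gives -0.95 for Nanog, so its RNA-seq value and the one here do not differ. The paper also states that pluripotency genes were not disrupted, and Pou5f1 had a log2 fold change of -1.12 (standard error 0.22, adjusted p = 0.00993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).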

Other observations

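The tests of library preparation, DNA, fibroblasts, pluripotent cells, Y-linked genes and the 2C ratio between clones were chosen only after the results were seen. For scaling, depth, GC content and abundant genes the expected outcome was written down before the fit was run. The fits for depth, GC content and abundant genes were themselves added after the fold changes by expression level were seen.

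Genes upregulated by at least 3-fold outnumbered downregulated ones by 6.13 to 1. After thinning of the libraries to the smallest total the ratio was 6.26, so depth does not account for the excess. With trends on GC content and transcript length removed it was 8.73, so these do not either. With library totals the ratio was 36.3, so the TMM factors did not produce the excess. Without the 100 most abundant genes, scaled by the total of the rest, it was 26.6. These scalings raise the median log2 fold change of all genes, to 0.52 and 0.43, and a higher ratio follows from that shift. They therefore cannot decide whether scaling or abundant genes account for the excess. Counts on silent receptor genes rose by 0.0566% of the median rise of the upregulated genes, which speaks against DNA. Fibroblast markers lay 0.88 above matched random lists, which went with fibroblasts as a source, but Col1a1, Col1a2 and Col3a1 together reached 4.25 CPM against a summed rise of 14820 CPM, too little for such cells. Of 10 pluripotency genes, 2 were higher at an adjusted p under 0.05, namely Klf4 (1.44) and Tbx3 (1.51), and 3 were lower, namely Pou5f1, Nanog and Dppa3. A lower share of pluripotent cells would lower all of them only if each were confined to such cells, which was not tested. The rise of Klf4 and Tbx3 therefore cannot decide whether such a lower share contributed. The fall of fold changes with expression was -1.59 from the lowest to the highest level between the conditions, against -0.12 between the WT and -0.09 between the Pim3−/− libraries. A difference in library preparation between the groups may be a cause and cannot be told from the genotype in this design. With that trend removed, in a fit chosen after seeing the data, the ratio was 1.58.

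Pou5f1 and Nanog were lower in the libraries labelled Pim3−/−, also with library totals, where the higher value was -0.45. Pou5f1 lay at percentile 14.6 among 151 genes within 1 log2 CPM, whose median was -0.85, and Nanog at percentile 37.1 among 278 genes, whose median was -0.70. A shift of all abundant genes is consistent with their fall. With the trend on expression removed, in a fit chosen after seeing the data, they were at -0.32 and -0.19. Sox2 had a log2 fold change of 0.38, one of 0.83 with library totals and one of 1.00 with the trend removed, with adjusted p-values of 0.218, 0.022 and 0.0258 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and from 0.022 to 0.336 over its alternatives. Dppa3 had one of -2.44. Dppa3, Klf4 and Tbx3 are named after their values were seen.

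Pim3−/− replicate 1 had higher levels of 2C genes than replicate 2 in 37 of 38 tested genes, with a median log2 ratio of 1.31, against 0.03 between the WT libraries, and 1.31 was the lowest median over 3 scalings. MERVL-int was 1.48-fold higher. The 5 tested Y-linked genes, Ddx3y, Eif2s3y, Kdm5d, Uty and Zfy1, were lower in replicate 1, with log2 ratios from -3.75 to -1.47, while the WT libraries differed by at most 0.57. Their summed level was 54.4 and 47.8 CPM in WT, and 22.0 and 79.7 CPM in Pim3−/− ESCs. Gain or loss of the Y chromosome in a clone would move these genes alike, whereas their log2 ratios spanned 2.28. Against WT, however, the falls in replicate 1 were of similar size for the 3 most abundant of these genes. Ddx3y was at 6.14 CPM against 15.7 and 14.9, Eif2s3y at 13.6 against 32.5 and 26.9, and Uty at 1.65 against 4.02 and 3.84. The span therefore does not argue against loss in replicate 1. Uty was at 1.65 and 4.73 CPM in the Pim3−/− libraries and Kdm5d at 0.562 and 8.61 CPM, against 1.78 and 1.50 CPM for Kdm5d in WT. With 1 library per clone the data cannot tell, and a link to the 2C genes was not tested.

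Pim1 had a log2 fold change of 0.59 (standard error 0.19), Pim2 of 0.42, Stk11 of 0.10, Hdac4 of 0.63 (standard error 0.185), Hdac5 of 0.73 (standard error 0.22) and Hdac7 of 0.19. With library totals these were 1.04, 0.87, 0.55, 1.08, 1.18 and 0.64. The values of Pim1 and Hdac5 rested more on Pim3−/− replicate 2, and without that library they were 0.37 and 0.39. Hdac9 had 6, 1, 13 and 6 counts and was not tested.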
